# Loss of Dioxin Response Element-Mediated Induction of PKM2 Reprograms Hepatic Metabolism in Response to TCDD

**DOI:** 10.3390/ijms262210853

**Published:** 2025-11-08

**Authors:** Karina Orlowska, Rance Nault, Tim Zacharewski

**Keywords:** liver, TCDD, PKM2

## Abstract

2,3,7,8-Tetrachlorodibenzo-*p*-dioxin (TCDD) reprograms central carbon metabolism by switching pyruvate kinase expression from isoform M1 (*Pkm1*) to M2 (*Pkm2*), mediated by aryl hydrocarbon receptor (AhR) binding to a dioxin response element (DRE) located between exons 3 and 4 within the Pkm locus. To further investigate the consequences of *Pkm* isoform switching in TCDD elicited hepatotoxicity, we examined gene expression in primary hepatocytes isolated from mice with the Pkm locus DRE excised (Pkm^ΔDRE^). Wild-type and Pkm^ΔDRE^ hepatocytes were treated with 10 nM TCDD for 2, 4, 8, 12, 24, 48, 72, 96 and 120 h. Central carbon metabolite changes were also assessed in WT and Pkm^ΔDRE^ mice treated with 30 µg/kg TCDD every 4 day for 28 days. While AHR target genes were comparably induced, some genes exhibited divergent expression patterns in Pkm^ΔDRE^ mice compared to wild-types following treatment with TCDD. Notably, antioxidant gene expression was delayed in Pkm^ΔDRE^ hepatocytes. Metabolomic analysis also revealed differences in glycolytic, TCA cycle and pentose phosphate pathway metabolite levels in TCDD-treated WT and Pkm^ΔDRE^ liver extracts. In addition, amino acid metabolism and serine/glycine synthesis were also elevated, especially in Pkm^ΔDRE^. These findings indicate PKM2 induction affects the transcriptional and metabolic coordination of hepatic responses to TCDD.

## 1. Introduction

The biological consequences of dioxin-like compound (DLC) exposure are governed not only by extrinsic factors such as dose, exposure route, and duration, but also host factors such as genetic predisposition, epigenetic regulation, and systemic physiological context [1]. At the cellular level, defense mechanisms are rapidly engaged in response to DLCs to mitigate damage and restore homeostasis. This includes the induction of phase I and II enzymes, which facilitate biotransformation and elimination [2]. Additionally, immune cells are recruited to clear injured or dying cells, with metabolic pathways reprogramed to support antioxidant defenses, such as increased glutathione synthesis and recycling [3]. The coordinated orchestration of these processes results in diverse physiological outcomes ranging from adaptive repair to inflammation and other adverse consequences. Moreover, DLCs alter gene expression and enzymatic activity, disrupting endogenous metabolic networks [4]. A comprehensive elucidation of the underlying mechanisms of cellular defense and adaptation, may identify novel vulnerabilities and survival strategies that could be used to improve drug safety and environmental toxicology.

Among the DLCs, 2,3,7,8-tetrachlorodibenzo-*p*-dioxin (TCDD) is recognized as the most potent and well-studied congener, exerting its biological effects primarily through binding to the aryl hydrocarbon receptor (AhR), a basic helix-loop-helix ligand activated transcription factor [5]. TCDD passively diffuses into cells and binds to the cytosolic AhR, forming a ligand-receptor complex that translocates into the nucleus, where it heterodimerizes with the AhR nuclear translocator (ARNT). In the canonical pathway, the liganded complex then binds specific DNA motifs known as dioxin response elements (DREs) containing the core sequence 5′-GCGTG-3′ [6,7]. Other studies report liganded AHR-ARNT complex also binding to nonconsensus sites to elicit differential gene expression [6,7].

Beyond the well characterized role of inducing cytochrome P4501A1, TCDD is linked to the dose-dependent disruption of hepatic carbohydrate, lipid and amino acid metabolism. Notably, pyruvate kinase (PK), a key regulatory enzyme that catalyzes the conversion of phosphoenolpyruvate (PEP) to pyruvate, is significantly affected [8]. PK is encoded by two genes: *Pklr*, which gives rise to liver (PKL) and erythrocyte (PKR) isoforms, and *Pkm*, which produces two splice variants—PKM1 and PKM2—through mutually exclusive splicing of exons 9 and 10, respectively [9]. The PKM1 isoform is constitutively active and predominantly supports high rates of glycolysis, while PKM2 is subject to allosteric regulation and exists in a dynamic equilibrium between an active tetramer and a less active dimer form [10,11]. PKM2 has also been localized to the mitochondria and nucleus, where it contributes to transcriptional regulation and broader metabolic control [12,13]. These diverse functions of PKM2 underline its significance as a metabolic hub altered by TCDD exposure, with implications for both energy homeostasis and gene expression.

In addition to inducing PKM2 expression in mice, TCDD also increases the levels of upstream glycolytic intermediates, many of which can be rerouted to other metabolic pathways such as the pentose phosphate pathway (PPP) and serine/glycine biosynthesis. These pathways are important for maintaining redox homeostasis [14,15]. The diversion of glycolytic intermediates toward these pathways supports antioxidant defenses by promoting glutathione (GSH) synthesis and oxidized glutathione (GSSG) recycling in response to increased reactive oxygen species (ROS) levels induced by TCDD [16,17]. ChIP-seq, ChIP-chip, and ChIP-PCR assays previously identified AHR binding within an intronic region of the *Pkm* locus containing a canonical DRE core motif (5′-GCGTG-3′) [15]. Further, the functionality of this DRE was confirmed, as ChIP-PCR analysis demonstrated loss of AHR binding in hepatocytes from genetically engineered model, lacking the DRE sequence in the *Pkm* locus (Pkm^ΔDRE^ mice) [8]. The current study used Pkm^ΔDRE^ mice to further investigate the hepatic effects of TCDD on gene expression and metabolomic changes in the absence and presence of PKM2 induction.

## 2. Results

### 2.1. Pkm^ΔDRE^ Model Evaluation

To assess the role of Pkm2 expression in response to TCDD, a time-course study was performed using primary hepatocytes isolated from WT controls and Pkm^ΔDRE^ mice lacking a functional DRE within the Pkm loci [8]. Isolated hepatocytes were treated with 10 nM TCDD or DMSO vehicle and were harvested at multiple time points. 

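Primary hepatocytes of both genotypes received 10 nM TCDD or the DMSO vehicle and were harvested at 9 time points from 2 to 120 h, and the RNA-Seq data hold 4 libraries for each of the 36 combinations of genotype, treatment and time. The paper's figure legends state a larger number of replicates for the RNA-Seq analysis. The authors aligned the read pairs to GRCm39 with STAR and deposited the number of uniquely mapped pairs counted on each gene without regard to strand, with no normalization. Between 13588848 and 30719161 pairs per library were counted on genes. The median was 19010760 in vehicle-treated and 17289022 in TCDD-treated libraries labelled WT, and 18314086 and 18514812 in those labelled Pkm ΔDRE. The labels and the paper's methods give different plate formats and seeding densities for these cultures. Expression of *Pkm*, the targeted gene, ran against the genotype labels, so each group is named here by the label of its libraries, and a direction given for a genotype holds for the labels only. Each comparison set the 4 TCDD-treated libraries against the 4 time-matched vehicle-treated libraries of the same label, taken as unpaired because the labels give no pairing. Counts were scaled with edgeR's TMM method, genes with low counts were left out by its filterByExpr function (count minimum of 10), and 12062 to 14373 genes per comparison were tested with its quasi-likelihood test and Benjamini-Hochberg adjustment. DEGs had an adjusted p-value under 0.05 and a fold change of at least 1.5 in either direction. Expression is given as CPM of the TMM-scaled library size, as mean ± SD of 4 libraries.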

RNA-Seq analysis revealed a time- and genotype-dependent gene expression response to TCDD between WT and Pkm^ΔDRE^ hepatocytes. In WT hepatocytes, qRT-PCR confirmed TCDD induced *Pkm2*, beginning at 8 h that reached a maximum at 24 hrs and persisted through 48 h, with no significant changes in *Pkm1* expression at any time point. Although RNA-Seq data suggested an overall increase in *Pkm* transcript levels between 8 and 24 h, this reflects the induction of *Pkm* as opposed to a specific isoform (Figure 1A,B). 

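*Pkm* (ENSMUSG00000032294) did not rise between 8 and 24 h in the libraries labelled WT, where its log2 fold change was -0.49 at 8 h (standard error 0.25), 0.17 at 12 h (standard error 0.38) and 0.01 at 24 h (standard error 0.56). It rose in the libraries labelled Pkm ΔDRE, which is the opposite of what these labels name. At 8 h, expression there was 129.7 ± 27.2 CPM with TCDD and 54.9 ± 19.2 CPM with vehicle (SD, n = 4), a log2 fold change of 1.24 (standard error 0.23, adjusted p = 0.128 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes). At 12 h, 157 ± 51.8 CPM stood against 47.7 ± 7.32 CPM (SD, n = 4), a log2 fold change of 1.68 (standard error 0.26, adjusted p = 0.129 from the same test). The log2 fold change was 1.34 at 24 h (standard error 0.39) and 0.97 at 48 h (standard error 0.28), with 934 ± 153 CPM against 449.6 ± 159 CPM (SD, n = 4). Every TCDD-treated library lay above every vehicle-treated one at 8, 12 and 48 h, an order that chance gives in 2 of 70 groupings in one direction or the other. At 48 h every TCDD-treated library under this label is among the 18 with the highest numbers, which hold no vehicle-treated library. A batch therefore stays open there. Over the 18 comparisons of *Pkm*, adjusted over the list alone, these 4 increases passed (adjusted p = 0.0015 at 8 and 12 h and 0.0216 at 24 and 48 h from the quasi-likelihood test), and so did decreases in the libraries labelled WT at 4 and 96 h. Adjusted over all genes, the decrease at 96 h was the sole call, from 321 ± 38.02 to 186 ± 38.6 CPM (SD, n = 4; log2 fold change -0.73, standard error 0.14, adjusted p = 0.00376 from the same test). The difference in response between the labels, tested as an interaction in the 16 libraries of a time point, was 1.59 at 8 h and 1.51 at 12 h on the log2 scale (adjusted p = 0.00212 and 0.040, adjusted over the list alone; 0.292 and 0.621 over all genes). With each library left out in turn, the log2 fold change under the label Pkm ΔDRE at 8, 12 and 24 h was never below 1.08. Exchanging the genotype labels, an alternative chosen after seeing the data, moved the value at 8 h most, from 1.24 to -0.49. With the order of the library numbers within each group as a replicate block, also chosen after seeing the data, the increase under the label Pkm ΔDRE at 12 h was called (1.63). Counts per gene do not separate the *Pkm1* and *Pkm2* isoforms.

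**Figure D1:**
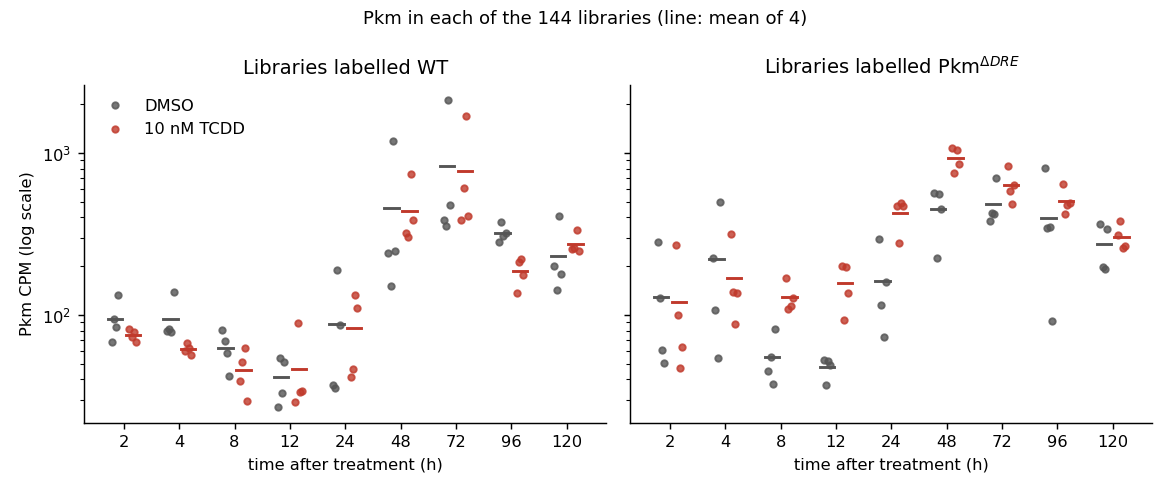
*Pkm* expression (CPM, log axis) in each library against time in culture (h), by genotype label and treatment, with 4 libraries per group and lines through the group means. TCDD-treated libraries labelled Pkm ΔDRE lie above their vehicle-treated libraries at 8, 12 and 48 h.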

The induction of known AHR responsive genes (*Cyp1a1*, *Cyp1a2*, *Cyp1b1*, *Ahrr*, *Tiparp*, *Nqo1*) were comparable in hepatocytes isolated from Pkm^ΔDRE^ and WT mice (Figure 1C). These genes contain functional DREs within their regulatory regions. 

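*Cyp1a1* (ENSMUSG00000032315), whose product metabolizes aromatic hydrocarbons, was expressed at 24 h at 3644 ± 1076 CPM with TCDD and 14.5 ± 26.0 CPM with vehicle in libraries labelled WT (SD, n = 4), a log2 fold change of 8.10 (standard error 1.404, adjusted p = 0.048 from edgeR's quasi-likelihood test). In libraries labelled Pkm ΔDRE it was 5402 ± 2720 CPM against 6.13 ± 5.95 CPM (SD, n = 4), a log2 fold change of 9.73 (standard error 1.09, adjusted p = 0.0217 from the same test). Among the settings that kept all 8 libraries, the share of uniquely mapped read pairs on no gene as a covariate moved the first value most, to 10.82. The call under the label WT was lost with RLE scaling, without a filter on low counts, with the GC trend removed or the order within the group as a replicate block (both added after the data were seen) and in 7 of the 8 fits that left out 1 library, and the log2 fold change was 11.23 without library 20, the one fit that kept it. The call under the other label was lost without a filter, with the share on no gene as a covariate and in 6 of 8 such fits, those without any 1 of the vehicle-treated libraries (89 to 92) or 1 of 2 TCDD-treated libraries, at log2 fold changes of 9.37 to 10.32. At 24 h, *Cyp1a2* (ENSMUSG00000032310) changed by 4.75 under the label WT and 3.47 under the label Pkm ΔDRE (standard errors 0.38 and 0.40), *Tiparp* (ENSMUSG00000034640) by 3.18 and 1.03 (0.27 and 0.67) and *Nqo1* (ENSMUSG00000003849) by 1.68 under both labels (0.25 and 0.53). The call of *Cyp1a2* under the label Pkm ΔDRE was kept by only 1 of the 8 fits that left out 1 library, the one without library 126, and that of *Nqo1* under the label WT by 3 of 8, those without library 20, 55 or 56. *Cyp1b1* (ENSMUSG00000024087) was counted at 0 in all 4 vehicle-treated libraries labelled WT at 24 h, and *Ahrr* (ENSMUSG00000021575) under both labels, so their fitted fold changes depend on the prior count and set no bound. Expression of *Cyp1b1* at 24 h with TCDD was 88.8 ± 22.5 CPM under the label WT and 13.4 ± 13.4 CPM under the label Pkm ΔDRE, and that of *Ahrr* was 5.83 ± 2.35 and 2.29 ± 0.846 CPM (SD, n = 4). Over the 6 genes and 9 time points, 23 of 54 changes under the label WT and 26 of 54 under the label Pkm ΔDRE were called, all of them increases, with those too low in counts to be tested taken as not called. Adjusted over the list alone, 38 and 40 passed. Of the 50 differences in response between the labels that could be tested, none passed either adjustment, and 7 had an unadjusted p-value under 0.05. At 2 h, *Cyp1a1* and *Tiparp* had positive log2 fold changes under both labels, from 1.33 for *Tiparp* under the label WT to 3.53 for *Cyp1a1* under the label Pkm ΔDRE, and none of the 6 genes was called, although the replicate block brought calls for both under the label Pkm ΔDRE (3.67 and 1.87). Library 40, labelled WT and TCDD at 2 h, held 1.15 CPM of *Cyp1a1*, under the highest vehicle-treated library (5.39 CPM). Library 64, labelled WT and TCDD at 72 h, held 29.2 CPM against at least 3386 CPM in the other TCDD-treated libraries of that group. Among vehicle-treated libraries labelled WT, library 21 at 48 h held 3285 CPM (others at most 2.37 CPM). Library 31 at 96 h held 1717 CPM (others at most 114.1 CPM).

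**Figure D2:**
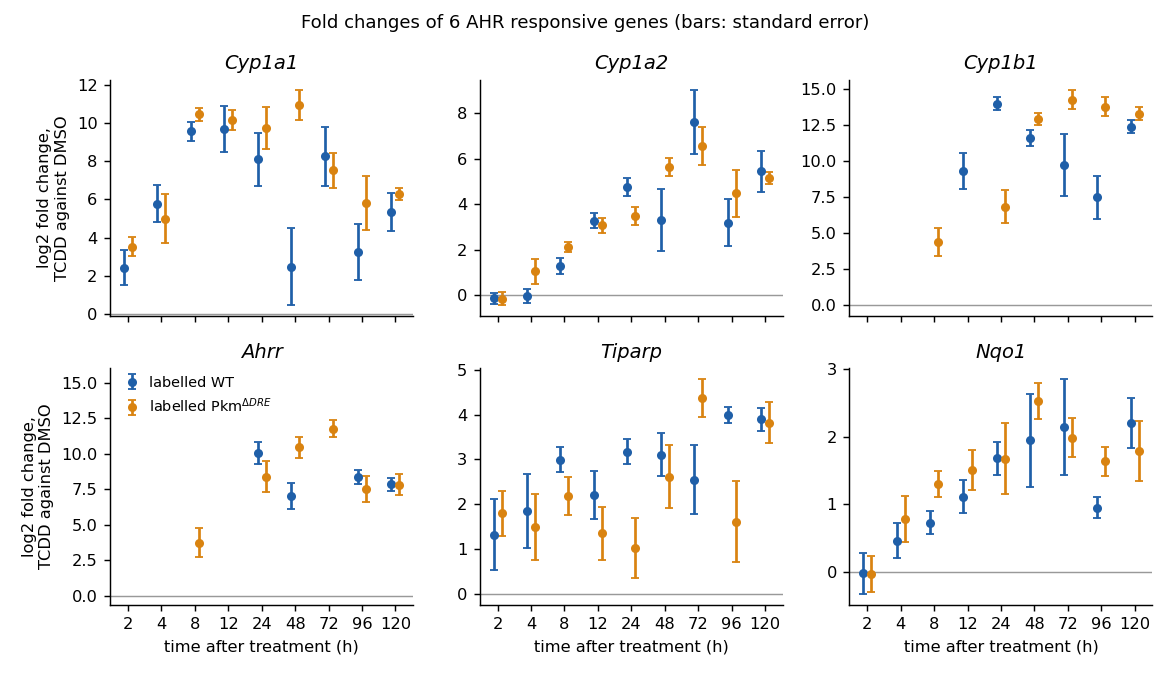
Log2 fold change (TCDD against vehicle, ± standard error) of 6 AHR responsive genes against time (h) by genotype label. Points without a value had too few counts to be tested, and *Cyp1a1* under the label Pkm ΔDRE reached 9.73 at 24 h.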

AHR genomic binding at these DREs has been previously confirmed, underscoring their AHR-dependent regulation.

### 2.2. Effects of TCDD on Gene Expression in Cultured Mouse Primary Hepatocytes (In Vitro)

We next examined the effects of TCDD on hepatocyte gene expression using RNA-Seq. Principal component analysis (PCA) demonstrated progressive temporal separation of TCDD-treated WT and Pkm^ΔDRE^ hepatocytes (Figure 2B). 

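The principal component analysis was run on variance-stabilized counts (DESeq2) of the 20434 genes with a mean of at least 1 count per library. PC1 held 43.5% of the variance and PC2 11.2%. The choice of genes moved these shares most, to 82.8% and 4.83% with the 500 most variable genes. Scores on PC1 followed time in culture under both treatments, from a median of -119.5 at 2 h to 114.3 at 120 h. Their correlation with log2 hours was 0.934 (Pearson) and 0.931 (Spearman). Permutation p was 1e-05 for both, the smallest that 100000 permutations can give, and 1.67e-05 after Benjamini-Hochberg adjustment over 10 correlations. Pearson's r was 0.931 without 2 of the libraries at 2 h, the time farthest from the median of log2 hours. Libraries 80 and 104, whose PC1 scores lay far from their groups, were not left out. PC1 scores also correlated with the number of genes detected (Pearson's r = 0.748, and 0.725 within groups), the share of uniquely mapped read pairs on no gene (0.442, and 0.516 within groups) and the share of unmapped read pairs (-0.751, and -0.259 within groups). The TCDD and vehicle centroids were 82.1 units apart on PC1 and PC2 at 8 h in libraries labelled WT, the largest distance of the 35 splits of those 8 libraries (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 allow), and 39.2 units apart at 96 h, at the same p. None of the 18 distances passed Benjamini-Hochberg adjustment (smallest adjusted p = 0.257, exact permutation test), which any could have passed only if 11 or more had reached the smallest p, and 2 did. The 18 libraries with the highest numbers are all labelled Pkm ΔDRE and TCDD, at 24 h or later, so treatments could not be compared within that block.

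**Figure D3:**
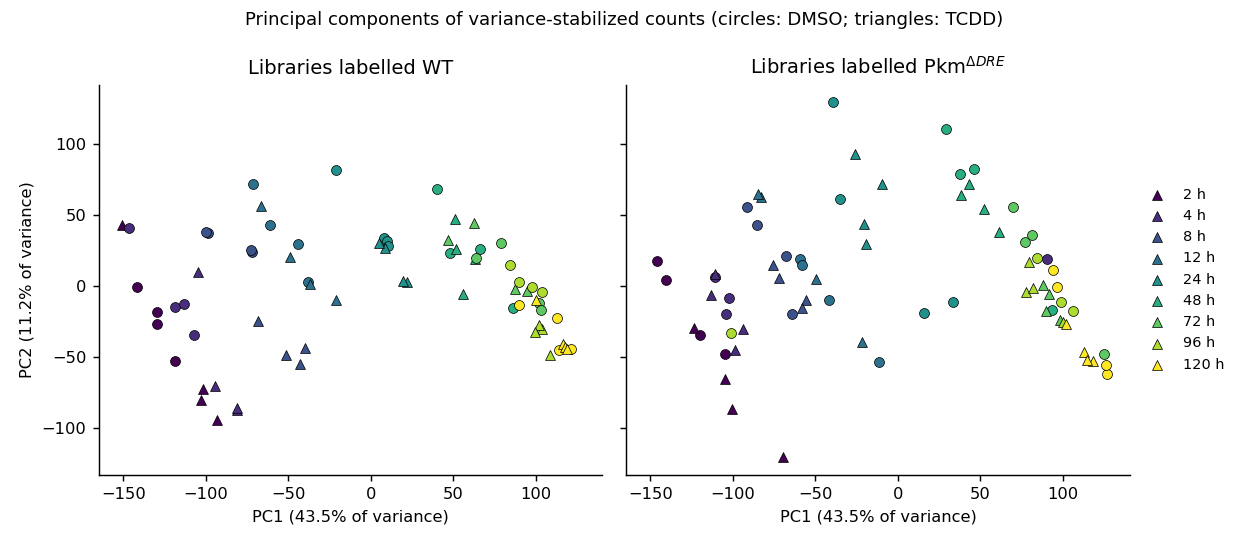
Scores of all libraries on PC1 (43.5% of the variance) and PC2 (11.2%), in arbitrary units, colored by time in culture, with a panel per genotype label, circles for DMSO and triangles for TCDD. Median PC1 scores run from -119.5 at 2 h to 114.3 at 120 h.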

In total, 4965 and 6070 differentially expressed genes (DEGs, P1 (*t*) > 0.80 and fold change > 1.5) were detected in WT and Pkm^ΔDRE^ hepatocytes, respectively. Approximately 3580 DEGs were in common with 1385 and 2490 unique to WT and Pkm^ΔDRE^ hepatocytes, respectively (Figure 2A). However, the timing and magnitude of differential expression varied markedly between WT and Pkm^ΔDRE^ hepatocytes. 

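Over the 9 time points, 5685 genes were DEGs at one or more time points in libraries labelled WT and 201 in libraries labelled Pkm ΔDRE. Of these, 176 were DEGs under both labels, 5509 under the label WT alone and 25 under the label Pkm ΔDRE alone. The criterion of the paper's methods, a posterior probability of at least 0.8 calculated on variance-stabilized counts with the same fold change, moved the total under the label Pkm ΔDRE most among the alternatives that keep the genotype labels and treat the libraries as unpaired, to 2080, with 1591 genes in common and 489 unique to that label. With 1 surrogate variable in a fit per genotype, the total under the label WT fell to 348. At 8 h under that label the variable separated the treatments completely, so it can hold the response itself. The order of the library numbers within each group as a replicate block, chosen after seeing the data, gave 3013 DEGs under the label Pkm ΔDRE, of which 2587 were DEGs under both labels. A gene called under 1 label and not under the other is not thereby shown to respond differently.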

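The difference in the TCDD response between the labels was tested for each gene as an interaction in the 16 libraries of a time point. *Mir6236*, named after its values were seen, was the sole gene called, at 48 and at 72 h, with a lower log2 fold change under the label Pkm ΔDRE. At these time points every TCDD-treated library under that label is among the 18 with the highest numbers, so a batch stays open. With each library left out in turn, the call was kept in all 16 fits at 48 h and in 3 of 16 at 72 h, those without library 27, 64 or 97, and neither call was kept with the unmapped share as a covariate, chosen after seeing the data. No gene was called at the other 7 time points. An unadjusted p-value under 0.05 was found for 0.83% of the genes tested at 2 h, 8.98% at 4 h, 15.9% at 8 h and 7.25% at 12 h. It was found for 6.24% at 24 h, 13.1% at 96 h and 3.15% at 120 h. Chance gives 5% on average, but a single regrouping can lie far from it. Of 50 regroupings of the 16 libraries, the real one included, as many such genes came from 5 at 4 h, 6 at 8 h and 10 at 12 h. The number was 13 at 24 h, 3 at 96 h, 47 at 2 h and 28 at 120 h. One fit of all libraries called 249 genes at 4 h and 166 at 96 h, and DESeq2 called more than 100 at 96 h and 12 at 120 h. Without a filter on low counts, 350 genes were called at 8 h, and leaving out library 92 brought 601 calls at 24 h and leaving out library 140 brought 438 at 96 h.

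**Figure D4:**
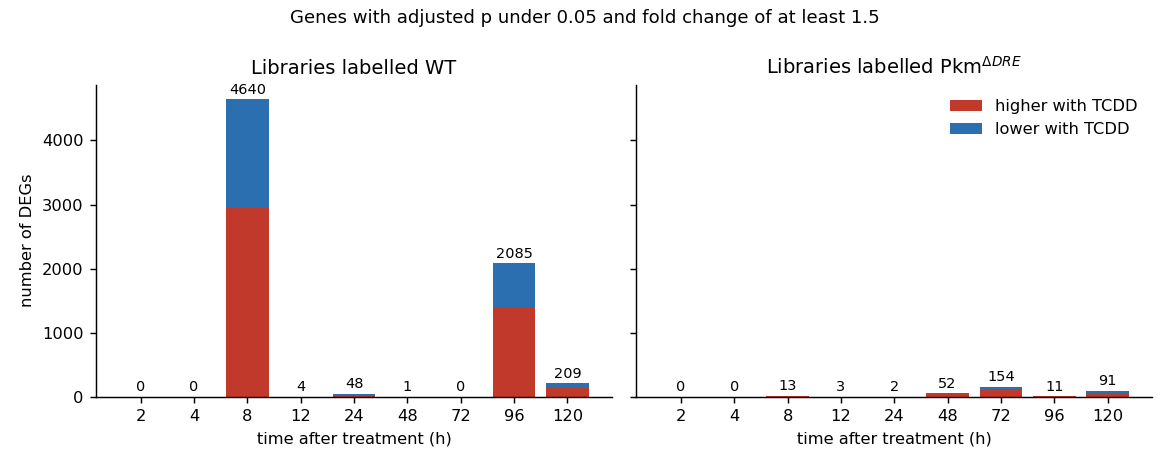
Number of DEGs against time (h) by genotype label, with repressed genes stacked on top of induced genes and the total above each bar. The 2 largest numbers are 4640 at 8 h and 2085 at 96 h, both in libraries labelled WT.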

WT hepatocytes exhibited the greatest number of DEGs at 2 h with the majority being induced (Table 1). In contrast, maximum differential gene expression in Pkm^ΔDRE^ hepatocytes was delayed to 8 h (Table 1). 

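In libraries labelled WT at 2 h, no gene passed the adjusted threshold. An unadjusted p-value under 0.05 was found for 166 of 12097 genes, and 126 of the 146 among them with a fold change of at least 1.5 were induced (86.3%). At 4 h there were again no DEGs, with 2126 genes at an unadjusted p-value under 0.05. The posterior probability gave 2928 DEGs at 4 h, DESeq2 43, one fit per genotype 29 and RLE scaling 0. The number was largest at 8 h, with 4640 DEGs, of which 2950 (63.6%) were induced. The groups of 5115 genes (41.3%) did not overlap at 8 h, where chance gives 2.86%. The count at 8 h was most sensitive to a surrogate variable, which left 11 DEGs. At 8 h that variable was higher in every TCDD-treated library than in every vehicle-treated one, so it can hold the response itself. With each library's trend on GC content removed, an alternative chosen after seeing the data, there were 2503 DEGs and 51.8% were induced. At 12 h the 4 DEGs, named after their values were seen, were *Cyp1a1*, *Cyp1a2*, *Xdh* and *Dclk3*. There were 48 DEGs at 24 h, 16 without library 17 and 547 with the order within the group as a replicate block, chosen after seeing the data. *Cyp1b1* alone was called at 48 h, 19 genes with that block and 7 without library 21. No gene was called at 72 h, where 276 genes had an unadjusted p-value under 0.05, and 11 were called without library 64. At 96 h, 2085 genes were DEGs, 66.9% of them induced. One fit per genotype left 120 DEGs there, fewer still with a surrogate variable, and the posterior probability 576, of which 30.9% were induced. The induced share at 96 h was 50.96% without a fold change threshold, 50.97% with the share of pairs on no gene as a covariate and 51.8% with the GC trend removed. The number at 120 h was 209, and it ranged from 72 without library 70 to 580 without library 71, with 417 in the blocked fit.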

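In libraries labelled Pkm ΔDRE, the largest number of DEGs was 154 at 72 h, where 110 were induced and where leaving out library 97 brought 1998. No gene was called at 2 h, although 1717 of 12132 genes had an unadjusted p-value under 0.05 and 98.8% of the 1688 among them with a fold change of at least 1.5 were induced. Without library 74 there were 963 DEGs at 2 h, without a filter on low counts 1114, with the posterior probability 1818, with DESeq2 628, and with the order within the group as a replicate block, chosen after seeing the data, 1810. With these last 4 settings the largest number fell at 2 h and not at 72 h. No gene was called at 4 h either, with 289 at an unadjusted p-value under 0.05. One fit per genotype gave 363 DEGs there, the same fit with a surrogate variable 418, and DESeq2 2. The 13 DEGs at 8 h were all induced. *Cyp1a1* had the largest change among them, a log2 fold change of 10.45 (standard error 0.32, adjusted p = 1.33e-08 from edgeR's quasi-likelihood test). *Ecel1* (ENSMUSG00000026247) followed with 5.86 (standard error 0.82, adjusted p = 0.0270 from the same test) and was not called with the block. It was at 1.37 ± 0.069 CPM with TCDD and 0.016 ± 0.032 CPM with vehicle (SD, n = 4). With vehicle so near 0, the size of this change is uncertain. Among the alternatives that keep the genotype labels, the highest number at 8 h was 170, without a filter on low counts, and with exchanged labels it was 4640. The share of pairs on no gene as a covariate gave 2, the replicate block 3 and the fits that left out 1 library 2 to 10. The DEGs at 12 h, named after their values were seen, were *Cyp1a1*, *Cyp1a2* and *Selenbp1*, and those at 24 h were *Cyp1a1* and *Cyp1a2*. In the blocked fit there were 1439 at 12 h, 49.5% of them induced.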

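After 12 h, 46 genes were DEGs at 24 h in libraries labelled WT alone, and *Cyp1a1* and *Cyp1a2* under both labels. At 48 h, 52 genes were DEGs in libraries labelled Pkm ΔDRE, *Cyp1b1* being the sole one that was common to both labels, and the number was 239 without library 94. At 72 h every DEG fell under the label Pkm ΔDRE. Under the label WT there, 11 genes were called without library 64, 15 with DESeq2 and 31 with the posterior probability. The number stayed at 0 with RLE scaling and with the replicate block. At 96 h, 2074 genes were DEGs under the label WT alone, and the 11 DEGs under the label Pkm ΔDRE were common to both, all changed in the same direction. Without library 104, the number under the label Pkm ΔDRE at 96 h was 321, and with the order within the group as a replicate block, chosen after seeing the data, it was 0. At 120 h, 91 genes were DEGs under the label Pkm ΔDRE, of which 37 were common to both labels and 54 were not. From 48 h on, every TCDD-treated library under that label is among the 18 with the highest numbers, and no vehicle-treated library is. For DEGs under that label alone, a batch and a response to TCDD therefore cannot be told apart there.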

After 12 h, the number of DEGs was comparable in both WT and Pkm^ΔDRE^ hepatocytes.

Observed differences between DEG numbers within timepoints could not be simply explained by a temporal shift in gene expression. At 2 h, TCDD elicited 1848 DEGs in WT hepatocytes compared to 756 in Pkm^ΔDRE^ hepatocytes, whereas at 8 h only 303 were differentially expressed in WT compared to the 2772 DEGs in Pkm^ΔDRE^ hepatocytes, with only 348 genes overlapping between the two groups (Table 1, Supplementary Materials Figure S2). Therefore, transcriptional responses are not merely delayed or shifted in time but reflect different expression dynamics with different patterns of dysregulation. For example, *Ldha* and *Ldhb* had opposing expression patterns, while canonical AHR target gene induction was comparable in WT and Pkm^ΔDRE^ hepatocytes (Figure 1C). 

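Because no gene was called at 2 h in libraries labelled WT, no DEG was shared with the list of libraries labelled Pkm ΔDRE at 8 h (Fisher's exact test, two-sided, p = 1). Across the 11523 genes tested in both comparisons, which are not independent replicates, their log2 fold changes correlated with a Pearson's r of 0.57 and a Spearman's rho of 0.437. For the same time points with the labels exchanged, libraries labelled Pkm ΔDRE at 2 h and WT at 8 h, r was 0.74 and rho 0.673 across 11590 genes. At 8 h, 8 DEGs were shared by both labels among 11972 genes tested in both, all changed in the same direction (odds ratio 4.26, Fisher's exact test, two-sided, p = 0.0276), and r was 0.598. The posterior probability criterion with exchanged genotype labels, chosen after seeing the data, gave the largest overlap of WT at 2 h with Pkm ΔDRE at 8 h, 1243 genes. From the overlap between the early DEGs of both genotypes, the paper concludes that the responses were not only shifted in time but followed different dynamics.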

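*Ldha* (ENSMUSG00000063229), a lactate dehydrogenase subunit, had a log2 fold change of -0.43 at 4 h in libraries labelled WT (standard error 0.15), with 1684 ± 226 CPM against 2201 ± 242 CPM, and of 0.46 in libraries labelled Pkm ΔDRE (standard error 0.49), with 2291 ± 764 CPM against 1655 ± 912 CPM (SD, n = 4). At 12 h the values were -0.11 and 0.64 (standard errors 0.29 and 0.36). Neither was a DEG at 4 or 12 h. Without library 80, a vehicle-treated library whose PC1 score lay far from its group, the value under the label Pkm ΔDRE at 4 h was 0.16. A surrogate variable moved the value under the label WT at 4 h most, to 0.18. *Ldhb* (ENSMUSG00000030246) was near the limit of detection, with 0.591 ± 0.391 CPM against 0.911 ± 0.276 CPM at 4 h under the label WT and 1.06 ± 0.919 CPM against 3.85 ± 3.98 CPM under the label Pkm ΔDRE (SD, n = 4), and its log2 fold changes were -0.68 and -1.80 (standard errors 0.63 and 0.90). The signs of *Ldha* were opposite between the labels at 4 and 12 h, but the difference in response did not pass adjustment at either time point.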

Notably, antioxidant genes such as *Gsta2*, *Gsta4*, *Gstm2*, *Cbr3*, and *Pmm1* were delayed or had attenuated induction in Pkm^ΔDRE^ hepatocytes (Supplementary Materials Figure S1B), suggesting an extended PKM2 role in antioxidant defense beyond metabolic reprograming to provide intermediates for glutathione biosynthesis and NADPH to recycle oxidized glutathione [8,15]. 

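At 48 h in libraries labelled Pkm ΔDRE, *Pmm1* (ENSMUSG00000022474) was at 60.9 ± 12.4 CPM with TCDD and 15.4 ± 8.11 CPM with vehicle (SD, n = 4), a log2 fold change of 1.91 (standard error 0.31, adjusted p = 0.0313 from edgeR's quasi-likelihood test). The share of unmapped read pairs as a covariate, chosen after seeing the data, moved it most, to 2.71, and the call was lost there and in 6 of 8 fits that left out 1 library. In libraries labelled WT its log2 fold change at 48 h was 1.63 (standard error 0.34, adjusted p = 0.783 from the same test). Under the label Pkm ΔDRE at 48 h, *Cbr3* (ENSMUSG00000022947) changed by 2.01, *Gsta2* (ENSMUSG00000057933) by 1.81, *Gsta4* (ENSMUSG00000032348) by 1.66 and *Gstm2* (ENSMUSG00000040562) by 1.14 (standard errors 0.27 to 0.47). Under the label WT the same genes changed by 0.98, 0.43, 0.94 and 0.67 (standard errors 0.37 to 0.81). At 12 h, *Cbr3* changed by 1.76, *Gstm2* by 1.35 and *Pmm1* by 1.895 under the label Pkm ΔDRE, and by 0.82, 0.56 and 0.78 under the label WT. Of 45 changes per label, 3 were DEGs in libraries labelled WT and 2 in libraries labelled Pkm ΔDRE, and adjusted over the list alone 10 and 18 passed, all of them increases. A replicate block by the order of library numbers, also chosen after seeing the data, brought calls under the label Pkm ΔDRE for *Cbr3*, *Gsta4*, *Gstm2* and *Pmm1* at 12 h and for *Cbr3*, *Gsta2* and *Gsta4* at 48 h. None of the 45 differences in response between the labels passed either adjustment, and 7 had an unadjusted p-value under 0.05, all of them with the higher log2 fold change under the label Pkm ΔDRE. Among these 7 are those of *Gsta2*, *Gsta4*, *Gstm2* and *Cbr3* at 96 h. The vehicle group labelled Pkm ΔDRE at 96 h holds library 104, whose PC1 score lay far from its group. From 48 h on, every TCDD-treated library under that label is among the 18 with the highest numbers, and no vehicle-treated library is. At 48 h their unmapped shares were at most 3.74%, against at least 4.57% with vehicle. A batch and a response to TCDD cannot be told apart for the values under that label at 48 and 96 h. The paper proposes from the response of these genes that PKM2 has an extended role in antioxidant defense.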

Functional analysis revealed that genes upregulated at 2 h in WT were enriched for RNA biosynthetic and metabolic processes, as well as DNA-templated transcription, further implicating a nuclear role for PKM2 in regulating gene expression (Supplementary Materials Figure S1A) [18]. In contrast, Pkm^ΔDRE^-specific gene expression at 8 h was enriched for cellular organization and cytoskeletal remodeling, reflecting the induction of a fundamentally different transcriptional program (Supplementary Materials Figure S1A), suggesting the absence of the nuclear PKM2 function disrupts early transcriptional coordination in response to TCDD. Together, these results indicate that PKM2 is an important modulator of AHR-mediated gene expression, influencing not only the timing but also hepatocyte gene expression programs.

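No gene was a DEG in libraries labelled WT at 2 h, so no list of induced genes could be tested there. Genes were assigned to families by symbol, since no collection of gene sets was used. Zinc finger regulators of transcription (symbols starting with Zfp, Zbtb, Zscan, Zkscan, Zik or Zim) were tested in other lists. In libraries labelled WT at 8 h, a list chosen after seeing the data, 123 of 346 zinc finger genes (35.5%) were induced under that label alone, against 23.4% of the other genes tested (odds ratio 1.81, Fisher's exact test, two-sided, p = 6.66e-07, and 5.33e-06 after Benjamini-Hochberg adjustment over 8 tests). Restricting the background to genes with a name other than a predicted gene or clone left the enrichment in place (Fisher's exact test, two-sided, p = 6.36e-06). The test was not repeated on lists from other settings. Of the 4640 DEGs under the label WT at 8 h, 1656 were called again with the GC trend removed and 7 with a surrogate variable. That variable separated the treatments completely there, so it can hold the response itself.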

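Induced under the label Pkm ΔDRE alone at 8 h were 5 genes. None of them belonged to the actin, actinin, Arp2/3, tubulin, keratin, kinesin, myosin, tropomyosin and septin genes that stood for the cytoskeleton here (Fisher's exact test, two-sided, p = 1). In libraries labelled WT at 8 h, 24 of the cytoskeletal genes (23.5%) were induced under that label alone, against 23.7% of the other genes tested, an odds ratio of 0.988 (Fisher's exact test, two-sided, p = 1).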

We further analyzed differential gene expression specifically in glycolysis, pentose phosphate, and tricarboxylic acid (TCA) pathways. Among glycolytic genes *Pfkl*, *Pfkp*, *Aldob*, *Pgam1* and *2* were either modestly induced or remained unchanged in both genotypes. 

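None of the 36 changes per label of *Pfkl* (ENSMUSG00000020277), *Pfkp* (ENSMUSG00000021196), *Pgam1* (ENSMUSG00000011752) and *Pgam2* (ENSMUSG00000020475) was a DEG, and none passed when adjusted over the list alone. At 4 h in libraries labelled WT, log2 fold changes ran from -0.73 for *Pfkl* (standard error 0.16), at 96.2 ± 16.9 CPM against 155 ± 23.7 CPM (SD, n = 4), to -0.12 for *Pgam2* (standard error 0.53). A surrogate variable moved the value of *Pfkl* most, to -0.06. In libraries labelled Pkm ΔDRE they ran from -0.12 for *Pfkp* (standard error 0.53) to 0.42 for *Pfkl* (standard error 0.52), which was 0.16 without library 80. At 12 h the largest change was 1.19 for *Pgam2* under the label WT (standard error 0.50, adjusted p = 0.998 from edgeR's quasi-likelihood test), at 0.931 ± 0.300 CPM against 0.401 ± 0.168 CPM (SD, n = 4). One of the 36 differences in response between the labels had an unadjusted p-value under 0.05, and none passed adjustment.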

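*Gpi1* (ENSMUSG00000036427), *Aldoa* (ENSMUSG00000030695), *Tpi1* (ENSMUSG00000023456), *Gapdh* (ENSMUSG00000057666) and *Pgk1* (ENSMUSG00000062070) encode enzymes of glycolysis. At 4 h in libraries labelled WT, all 5 had negative log2 fold changes, from -0.64 for *Gpi1* (standard error 0.19) to -0.39 for *Gapdh* (standard error 0.15), with 3757 ± 446 CPM of *Gapdh* against 4757 ± 523 CPM (SD, n = 4). In libraries labelled Pkm ΔDRE at 4 h they were positive, from 0.21 for *Aldoa* to 0.46 for *Gpi1* (standard errors 0.29 to 0.45). Without vehicle-treated library 80 they ran from -0.0015 for *Pgk1* to 0.22 for *Gpi1*. With a surrogate variable the value of *Aldoa* under the label WT at 4 h moved most, to 0.13. At 12 h log2 fold changes lay between -0.15 and -0.02 under the label WT and between 0.47 and 0.74 under the label Pkm ΔDRE, where *Tpi1* was at 800.5 ± 339 CPM against 465.5 ± 76.3 CPM (SD, n = 4). With *Ldha* and *Ldhb* included, none of the 63 changes per label was a called increase, and 6 under the label WT were called decreases. A replicate block by the order of library numbers, chosen after seeing the data, brought calls for *Aldoa* (0.61), *Pgk1* (0.61) and *Tpi1* (0.64) at 12 h under the label Pkm ΔDRE. Adjusted over the list alone, 5 decreases passed under the label WT and 1 under the label Pkm ΔDRE. Of the 63 differences in response between the labels, 3 had an unadjusted p-value under 0.05 and none passed adjustment.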

Other glycolytic genes (*Gpi1*, *Aldoa*, *Tpi1*, *Gapdh*, *Pgk1*, *Ldha* and *Ldhb*) were induced in WT hepatocytes at early time points while exhibited no induction or were repressed in Pkm^ΔDRE^ following treatment with TCDD (Figure 3). 

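*Pgls* (ENSMUSG00000031807) and *Pgd* (ENSMUSG00000028961) encode enzymes that follow glucose-6-phosphate dehydrogenase in the PPP. In libraries labelled WT at 12 h, *Pgls* was at 72.6 ± 20.2 CPM with TCDD and 80.2 ± 18.6 CPM with vehicle (SD, n = 4), a log2 fold change of -0.15 (standard error 0.24). *Pgd* was at 632 ± 154 CPM against 545 ± 85.6 CPM (SD, n = 4), a log2 fold change of 0.21 (standard error 0.21). Under the label Pkm ΔDRE both were higher with TCDD. *Pgls* was at 123.5 ± 58.5 CPM against 65.3 ± 9.87 CPM there (log2 fold change 0.88, standard error 0.34), and *Pgd* at 1158 ± 516 CPM against 658 ± 201 CPM (0.78, standard error 0.37; SD, n = 4). Neither was a DEG at 12 h (adjusted p = 0.509 for both under the label Pkm ΔDRE from edgeR's quasi-likelihood test), and the difference between the labels did not pass adjustment. A surrogate variable moved the value of *Pgls* under the label Pkm ΔDRE most, to 0.41. Both were called under that label at 12 h with the order of library numbers as a replicate block, chosen after seeing the data (0.74 and 0.70).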

*Pgls* and *Pgd,* genes associated with the oxidative phase and NADPH production in the PPP, were induced at 12 h in WT hepatocytes, but repressed in Pkm^ΔDRE^ hepatocytes (Figure 3). *Rpia*, which participates in the non-oxidative arm of the PPP, was consistently downregulated in both WT and Pkm^ΔDRE^ hepatocytes while *Rpe* was induced in Pkm^ΔDRE^ hepatocytes with no change in WT. This genotype-specific expression may reflect compensatory responses in the absence of sufficient PPP activity. 

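*Rpia* (ENSMUSG00000053604) had a negative log2 fold change at all 9 time points in libraries labelled WT and at 7 of 9 in libraries labelled Pkm ΔDRE, and none was a DEG. At 8 h it was at 9.32 ± 1.94 CPM against 10.7 ± 2.68 CPM under the label WT (log2 fold change -0.24, standard error 0.25) and at 7.06 ± 2.09 CPM against 6.70 ± 1.397 CPM under the label Pkm ΔDRE (0.08, standard error 0.32; SD, n = 4). *Rpe* (ENSMUSG00000026005) at 8 h was at 13.4 ± 4.57 CPM against 7.22 ± 0.662 CPM under the label WT (SD, n = 4), a log2 fold change of 0.86 (standard error 0.27, adjusted p = 0.0197 from edgeR's quasi-likelihood test) that did not pass when adjusted over the list alone. Under the label Pkm ΔDRE it was 0.64 (standard error 0.35, adjusted p = 1 from the same test). The increase under the label WT reversed to -0.14 with a surrogate variable and to -0.20 with each library's GC trend removed, and the call was lost without library 48. The surrogate variable was higher in every TCDD-treated library than in every vehicle-treated one there, so it can hold the response itself. The difference between the labels in *Rpe* at 8 h was -0.35 on the log2 scale and did not pass adjustment.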

TCDD also repressed TCA cycle gene expression in Pkm^ΔDRE^ hepatocytes. At 8 h, *Aco1*, *Aco2*, *Idh2*, *Sdhb*, *Sdhc*, *Sdhd* and *Mdh2* were either unchanged or repressed compared to WT hepatocytes while *Idh1*, *Sucla2*, and *Suclg2* exhibited induction (Figure 3). Collectively, the differential effects of TCDD in WT and Pkm^ΔDRE^ hepatocytes further support a gene expression regulatory role for PKM2 in addition to its metabolic activities.

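The TCA cycle genes changed at 8 h in the libraries labelled WT, not in those labelled Pkm ΔDRE. Under the label WT, *Sucla2* (ENSMUSG00000022110) was at 49.9 ± 14.9 CPM with TCDD and 20.8 ± 4.45 CPM with vehicle (SD, n = 4), a log2 fold change of 1.23 (standard error 0.23, adjusted p = 0.002 from edgeR's quasi-likelihood test). *Idh1* (ENSMUSG00000025950) rose by 0.93 and *Suclg2* (ENSMUSG00000061838) by 0.79 (standard errors 0.23 and 0.19), and both were DEGs. *Idh2* (ENSMUSG00000030541) was at 40.4 ± 2.96 CPM against 68.1 ± 6.49 CPM (SD, n = 4), a log2 fold change of -0.79 (standard error 0.14, adjusted p = 0.0017 from the same test). The log2 fold change was -0.77 for *Sdhd* (ENSMUSG00000000171), -0.70 for *Mdh2* (ENSMUSG00000019179), -0.68 for *Sdhc* (ENSMUSG00000058076) and -0.64 for *Sdhb* (ENSMUSG00000009863), with standard errors of 0.13 to 0.21, and these 4 were DEGs. *Aco1* (ENSMUSG00000028405) at -0.41 did not reach a fold change of 1.5. A surrogate variable moved *Sucla2* most, to 0.23, and none of the 8 calls was kept with it. At 8 h under this label that variable was higher in every TCDD-treated library than in every vehicle-treated one. It can therefore hold the response itself. With each library's GC trend removed, chosen after seeing the data, *Sucla2*, *Idh1*, *Suclg2*, *Idh2* and *Sdhb* lost their calls, *Sdhb* also lost its call without library 9, 10, 47 or 48, and *Sdhc* lost its call without library 9. Under the label Pkm ΔDRE at 8 h, the log2 fold changes of these 9 genes lay between -0.19 for *Aco1* and 0.02 for *Suclg2* and none was a DEG. The difference in response between the labels at 8 h had an unadjusted p-value under 0.05 for *Idh2*, *Sdhd*, *Mdh2* and *Sucla2*, and for none did it pass adjustment over the list alone or over all genes. The paper proposes from these differences between genotypes that PKM2 has a regulatory role in gene expression in addition to its metabolic activities.

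**Figure D5:**
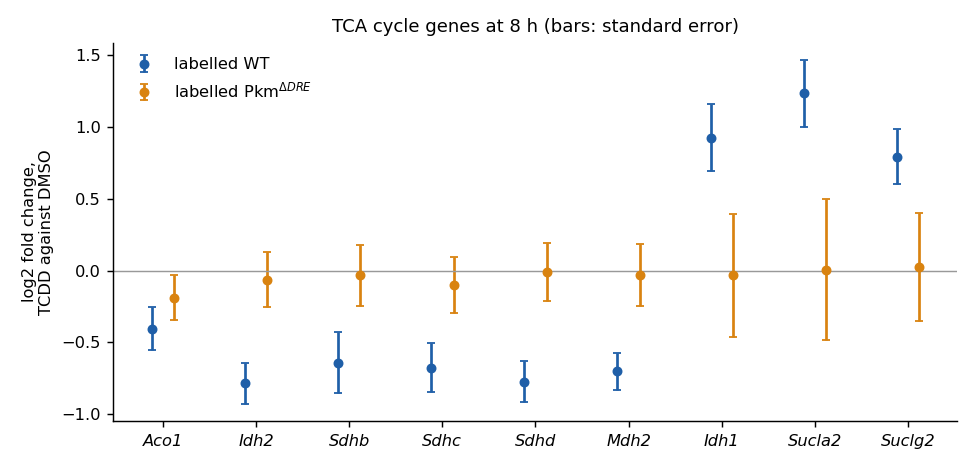
Log2 fold change (TCDD against vehicle, ± standard error) of 9 TCA cycle genes at 8 h by genotype label. Values run from -0.79 to 1.23 in libraries labelled WT and from -0.19 to 0.02 in libraries labelled Pkm ΔDRE.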

### 2.3. Effects of TCDD on Hepatic Metabolite Levels (In Vivo)

Our previous studies demonstrated that TCDD elicited different fibrosis responses in the liver of WT and Pkm^ΔDRE^ mice [8]. We therefore hypothesized that TCDD elicited gene expression changes in Pkm^ΔDRE^ hepatocytes would be reflected in altered hepatic metabolite levels. To test this, WT and Pkm^ΔDRE^ mice were orally gavaged with 30 ug/kg TCDD every four days for 28 days, a treatment regimen previously used to elicit hepatic fibrosis [8]. PCA showed the first two principal components captured 58.7% of the total variance, with PC1 (*x*-axis) accounting for 42.8% and PC2 (*y*-axis) explaining 15.9% of the variability (Supplementary Materials Figure S3). Separation along PC1 reflected TCDD treatment separating from sesame oil (control) irrespective of genotype. WT and Pkm^ΔDRE^ hepatocytes formed discrete clusters that separated along PC2 based on genotype (Supplementary Materials Figure S3) suggesting TCDD treatment is the primary driver of metabolic variance, while genotype further stratified response differences. More specifically, there were differences in redox- and amino acid-related metabolites, including oxidized glutathione, aspartate, glycine, serine, and glutamate, suggesting treatment-induced changes in amino acid metabolism and responses to increasing oxidative stress (Supplementary Materials Table S1). Malate, fumarate, acetyl-CoA, and ketoglutarate drove PC2 separation, implicating the TCA cycle and energy metabolism as key pathways involving regulation by PKM2.

We also compared the levels of 28 central carbon metabolites between WT and Pkm^ΔDRE^ mice following oral gavage with TCDD. Of the eight glycolytic intermediates examined, four (glyceraldehyde-3-phosphate/dihydroxyacetone phosphate (GAP/DAP), 1,3-bisphosphoglycerate (1,3-BPG), 2/3-phosphoglycerate and phosphoenolpyruvate (PEP)) were altered by TCDD in WT liver extracts while five (glucose-6-phosphate (G-6-P), fructose-6-phosphate (F-6-P), GAP/DAP, 1,3-BPG, and lactate) were changed in Pkm^ΔDRE^ livers by TCDD (Figure 4). In WT liver extracts, levels of 1,3-BPG, 2/3-phosphoglycerate, and PEP were reduced while GAP/DAP levels were significantly elevated, indicating TCDD disrupted glycolytic flux. In Pkm^ΔDRE^ mice, G-6-P, F-6-P, 1,3-BPG and lactate were significantly decreased by TCDD, while GAP/DAP was markedly increased.

The levels of three out of five measured PPP metabolites remained unchanged following TCDD treatment (Figure 4). Increases in xylulose-5-phosphate (X-5-P) and sedoheptulose-7-phosphate levels were seen in WT liver extracts, whereas only X-5-P was decreased in Pkm^ΔDRE^ liver extracts.

The serine/glycine/glutathione biosynthesis pathway uses the glycolytic intermediate, 3-phosphoglycerate, as a substrate. Three of four profiled metabolites were altered: glycine and GSSG were elevated in WT mice, while serine, glycine, and GSSG were increased in Pkm^ΔDRE^ mice (Figure 4). Serine and glycine, GSH precursors, were higher in Pkm^ΔDRE^ when compared to WT, suggesting disrupted GSH biosynthesis in the absence of PKM2.

Analysis of eight TCA cycle intermediates also revealed differences between genotypes (Figure 5). In WT livers, acetyl-CoA levels were decreased, while oxaloacetate and α-ketoglutarate were elevated, as previously reported [15]. Conversely, in Pkm^ΔDRE^ livers, succinate levels were decreased, and similar to WT, both oxaloacetate and α-ketoglutarate levels increased.

Finally, glutamine, glutamate and aspartate levels were all increased in Pkm^ΔDRE^ liver extracts, whereas only glutamate was elevated in WT (Figure 5). These changes in Pkm^ΔDRE^ liver extracts provides further support that the loss of PKM2 expression not only affects gene expression but also reprograms central carbon metabolism in response to TCDD treatment.

## 3. Discussion

In this study, we have demonstrated that PKM2 plays a critical role in modulating hepatocellular responses to TCDD at both the gene expression and metabolic levels. While TCDD induced *Pkm2* expression in WT hepatocytes, beginning at 8 h, and persisting until 48 h, we found induction absent in Pkm^ΔDRE^ hepatocytes. Despite comparable induction of AHR target genes (e.g., Cyp1a1, *Cyp1a2*, *Cyp1b1*) in both models, RNA-Seq analysis revealed marked divergence in the timing and magnitude of TCDD-induced gene expression. WT hepatocytes exhibited an early transcriptional response peaking at 2 h (1848 DEGs), whereas the maximal response in Pkm^ΔDRE^ hepatocytes occurred at 8 h (2772 DEGs), with minimal overlap in differentially expressed genes at corresponding time points. Notably, genes involved in antioxidant defense (*Gsta2*, *Gsta4*, *Gstm2*) were delayed or attenuated in Pkm^ΔDRE^ hepatocytes, suggesting PKM2 contributes to redox regulation in addition to supporting metabolic functions. Furthermore, loss of PKM2 altered the expression of key genes in glycolysis (*Gapdh*, *Pgk1*, *Ldha*, *Ldhb*), PPP (e.g., Pgls, *Pgd*), and the TCA cycle (*Aco1*, *Sdhb*, *Mdh2*), many of which were either repressed or failed to respond to TCDD in Pkm^ΔDRE^ hepatocytes. Similar changes were seen in in vivo metabolic shifts: Pkm^ΔDRE^ livers exhibited decreased levels of glycolytic intermediates (e.g., G-6-P, F-6-P, 1,3-BPG), altered PPP metabolites (reduced X-5-P), and dysregulation of TCA cycle components (e.g., decreased succinate and acetyl-CoA). Moreover, increased levels of serine, glycine, and GSSG in Pkm^ΔDRE^ mice pointed to disruption of homeostasis maintained by GSH.

AHR has emerged as a pivotal regulator of hepatic metabolic reprogramming, with roles in the development of metabolic dysfunction-associated fatty liver disease (MAFLD), that increases the risk for progression to end-stage liver disease, and hepatocellular carcinoma (HCC) [19,20]. A growing body of evidence implicates PKM2 as a downstream effector in AHR-mediated responses, including toxicological outcomes [15,21,22]. Consistent with this, our prior work demonstrated that TCDD as well as other AHR agonists including polychlorinated biphenyl (PCB)126, 2,3,7,8-tetrachlorofuran (TCDF), and β-naphthoflavone significantly induced PKM2 expression at both the mRNA and protein levels. In contrast, PCB153, a non-coplanar congener with no AHR binding affinity, did not elicit PKM2 induction, confirming AHR regulation of *Pkm2* expression [15,22]. This induction was independent of NRF2, as TCDD treatment still induced PKM2 in hepatocytes lacking NRF2 [23]. Chromatin immunoprecipitation (ChIP) studies further identified AHR genomic binding at a putative DRE (pDRE) located between exons 3 and 4 of the *Pkm* locus, suggesting direct transcriptional regulation. In Pkm^ΔDRE^ mutant mice, AHR binding was absent *Pkm* locus, but remained detectable at characterized DREs in known target genes such as *Cyp1a1*, *Lekr1*, and *Tiparp* [8]. Importantly, deletion of the 5′-GCGTG-3′ motif within this intragenic region abolished the TCDD-induced PKM2 upregulation in vivo. Moreover, TCDD did not induce PKM2 induction in primary hepatocytes isolated from AhR knockout mice, underscoring the necessity of the AHR [8]. Collectively, these results provide compelling evidence that AHR directly regulates PKM2 expression through a functional DRE element between exons 3 and 4, thereby contributing to the metabolic reprogramming elicited by TCDD.

To elucidate how AHR activation alters hepatic glucose metabolism, we examined glycolysis at both the gene expression and metabolite levels in WT and Pkm^ΔDRE^ models. In WT hepatocytes, early glycolytic genes such as *Gpi1*, *Aldoa*, *Tpi1*, *Gapdh*, *Pgk1*, *Ldha*, and *Ldhb* were transiently induced, while this response was absent or repressed in *Pkm*^ΔDRE^ cells, suggesting AHR was required for PKM2 induction. In WT liver extracts, 1,3-BPG, 2/3-phosphoglycerate, and PEP levels were reduced while GAP/DAP was significantly elevated by TCDD, indicating modulation of glycolytic flux. In Pkm^ΔDRE^ mice, G-6-P, F-6-P, 1,3-BPG and lactate were significantly decreased, while GAP/DAP was markedly increased. These changes extend previously reported effects of TCDD on glycolysis. For example, TCDD induced glucose transporter and glycolytic gene expression, leading to increased glucose uptake and lactate production in human primary hepatocytes [24]. Prior studies in female mice have also shown that PKM2 induction by TCDD resulted in the accumulation of glycolytic intermediates such as G-6-P and 3-PG. [15]. This metabolic bottleneck created by PKM2 induction decreases glycolytic throughput forcing accumulating upstream metabolites into ancillary pathways like PPP and serine/folate biosynthesis, both critical for NADPH generation as well as GSH biosynthesis and oxidized GSH recycling [15]. TCDD increased PPP flux as was evident by elevated levels of gluconolactone-P, ribulose 5-phosphate, and ribose 5-phosphate, along with reduced erythrose-4-phosphate and 5-phosphoribose 1-diphosphate. Furthermore, Heo et al. [25] also demonstrated that AHR activation supports mitochondrial homeostasis by enhancing PPP activity, an effect that was abrogated in AHR-knockout hepatocytes. Importantly, impaired antioxidant defenses has previously been reported in our Pkm^ΔDRE^ model [8] which is further supported by our findings. Although Pkm^ΔDRE^ livers exhibited reductions in G-6-P and F-6-P, this did not correspond with increased PPP metabolite levels. In contrast, WT livers showed elevated levels of xylulose/ribulose-5-phosphate and sedoheptulose-7-phosphate following TCDD treatment. These same metabolites were either unchanged or reduced in Pkm^ΔDRE^ mice, further highlighting the role of PKM2 in coordinating AHR-mediated regulation of glycolysis and PPP activity.

In WT livers, levels of 2/3-PG were elevated following TCDD treatment, whereas this response was absent in the Pkm^ΔDRE^ model. An increase in 3-PG has previously been observed in female mice exposed to TCDD [15]. 3-PG can be diverted to the serine biosynthesis pathway, where serine is subsequently converted into glycine, contributing to the generation of 5,10-methylene-tetrahydrofolate and the production of NADPH, a reducing equivalent used in the recycling of oxidized GSH. Serine/folate metabolism is estimated to contribute 10–40% of cellular NADPH production, comparable to the ~30% contribution from the PPP [26]. 3-PG did not accumulate in Pkm^ΔDRE^ mice, possibly due to its use for serine biosynthesis consistent with the increase in serine levels in the Pkm^ΔDRE^ model. Glycine was induced in both WT and Pkm^ΔDRE^ livers, though the increase was more prominent in Pkm^ΔDRE^ mice. While we did not report changes in GSH levels in the present study, due to the LC-MS method used here, a companion study used a more sensitive derivitization approach to more accurately measure GSH and GSSG levels to show that TCDD dose-dependently increased GSH in WT mice at both 10 μg/kg and 30 μg/kg doses [8]. In contrast, GSH only increased at 10 μg/kg dose in Pkm^ΔDRE^ mice [8]. Furthermore, GSSG increased in both genotypes at 30 μg/kg TCDD, but levels were two-fold higher in Pkm^ΔDRE^ mice, suggesting impaired recycling of GSSG to GSH in the absence of PKM2. These results are consistent with lower NADPH availability, impaired GSSG recycling, and disrupted GSH biosynthesis in the absence of PKM2 induction. In support of the proposed link between PKM2 induction and antioxidant defense, our previous study using WT and Pkm^ΔDRE^ primary hepatocytes demonstrated that loss of PKM2 increased susceptibility to oxidative stress. Pkm^ΔDRE^ hepatocytes co-treated with TCDD and hydrogen peroxide exhibited greater cytotoxicity (LC_50_ ≈ 290 μM) than WT cells (LC_50_ ≈ 620 μM), accompanied by lower induction of key antioxidant genes (*Gpx2*, *Gpx4*, *Sod1–3*) [8]. Consistent with these gene expression changes, CAT and SOD enzymatic activities were also lower in Pkm^ΔDRE^ livers relative to WT [8]. Together, these results provide direct biochemical support that AHR-dependent PKM2 induction is important in maintaining redox balance and antioxidant capacity following treatment with TCDD.

TCDD also reduced hepatic acetyl-CoA levels in WT mice, as previously reported, demonstrating that reduced glycolytic flux and inhibition of β-oxidation impacts energy metabolism [15,27]. Additionally, TCDD suppresses pyruvate dehydrogenase activity and downregulates the expression of *Acss2* and *Acly*, key enzymes involved in generating the cytosolic acetyl-CoA pool [27]. The observed increase in α-ketoglutarate levels in the current study, alongside elevated glutamate levels, suggests enhanced glutaminolysis as a compensatory mechanism to replenish TCA cycle intermediates and maintain ATP production despite the acetyl-CoA deficit. Intriguingly, this was not observed in Pkm^ΔDRE^ mice. Following TCDD treatment, acetyl-CoA levels remained unchanged, and instead, TCA flux appeared enhanced, as indicated by increased citrate and isocitrate levels. Despite increased glutamine and glutamate, α-ketoglutarate levels were stable, suggesting its downstream use. Accordingly, there were reductions in succinate while fumarate and malate were unchanged, indicating a change in TCA flux dynamics. Moreover, Pkm^ΔDRE^ livers showed higher levels of oxaloacetate and aspartate, suggesting increased input into the TCA cycle and higher aspartate production, possibly due to increased transamination. This implies that in the absence of PKM2 induction, hepatocytes may adopt an alternative metabolic strategy to maintain TCA activity and redox balance. Previous reports have shown that PKM2 loss or inactivation can promote oxidative metabolism through increased mitochondrial flux with increased glutamine utilization [11,28]. These findings are similar to the metabolic changes seen in Pkm^ΔDRE^ mice, suggesting that absent PKM2, mitochondrial metabolism may use alternative pathways like glutaminolysis to address reduced acetyl-CoA availability. However, these compensatory metabolic changes may not solely reflect the direct consequence of PKM2 loss but could also arise from broader AhR-mediated metabolic reprogramming. AhR activation regulates numerous pathways that influence mitochondrial function, coactivator recruitment, and secondary transcriptional regulators which can affect cellular energy and redox states. Therefore, interactions between PKM2 and indirect regulatory mechanisms within the AhR signaling network cannot be excluded. Further studies are warranted to determine whether compensatory metabolism is a direct result of PKM2 loss or secondary to broader metabolic reprogramming triggered by TCDD.

The comparison of short-term in vitro exposures in primary hepatocytes and long-term in vivo treatments in mice was intended to provide complementary insights into AHR-dependent regulation of *Pkm2*. Short-term studies in hepatocytes allowed for the characterization of direct gene expression responses following AHR activation, minimizing confounding influences from systemic metabolism or inter-cell/-tissue communication. In contrast, the mouse studies captured cumulative and adaptive effects of sustained AHR activation within a physiological context, reflecting the integration of hepatic and extrahepatic signaling pathways over time. However, several limitations should be acknowledged when comparing results between these systems. Differences in exposure duration, metabolic state, and cellular microenvironment may affect the amplitude and kinetics of AHR-dependent responses. In addition, the Pkm^ΔDRE^ model represents a whole-body deletion of the DRE element within *Pkm* loci, therefore indirect effects from extrahepatic tissues cannot be ruled out. Nonetheless, the induction of *Pkm2* and associated metabolic reprogramming observed specifically in hepatocytes indicate that the effects reported here largely reflect intrinsic, AHR-dependent mechanisms.

Collectively, these results establish PKM2 as a regulator of AHR-mediated transcriptional and metabolic reprogramming in hepatocytes exposed to TCDD. Loss of PKM2 induction led to temporal and functional differences in gene expression, particularly in pathways associated with antioxidant defense, glycolysis, PPP, and the TCA cycle. Metabolomic analyses confirmed that these transcriptional changes translate into altered metabolite levels, with Pkm^ΔDRE^ livers displaying impaired glycolytic flux, disrupted NADPH-generation, and TCA cycle activity suggestive of increased glutaminolysis and transamination to sustain energy and redox homeostasis. These findings underscore dual roles for PKM2 in coordinating gene expression and metabolic adaptation in response to TCDD and supports a model in which PKM2 functions not only as a metabolic enzyme but also as a transcriptional co-regulator.

## 4. Materials and Methods

### 4.1. Pkm^ΔDRE^ Model Generation

Pkm^ΔDRE^ mice lacking a functional DRE within the Pkm loci were generated as described previously [8]. 

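In the GENCODE M21 annotation of GRCm38 (mm10), *Pkm* lies on the plus strand of chromosome 9 from 59656368 to 59679375. The 5 bases of the DRE site, from 59668103 to 59668107, start 11735 bases from the start of the gene and overlap no other gene. The site lies in the intron of 2594 bases between exon 3 (59665863 to 59665954) and exon 4 (59668549 to 59668680), 2148 bases after exon 3 and 441 bases before exon 4. It is intronic in 9 of the 11 annotated transcripts. The exons that differ between the *Pkm1* and *Pkm2* isoforms lie farther along the gene, from 59675029 to 59675195 and from 59675568 to 59675734. No measured value of the libraries bears on the deletion itself, since the counts are per gene and an intronic deletion leaves them unmarked.

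**Figure D6:**
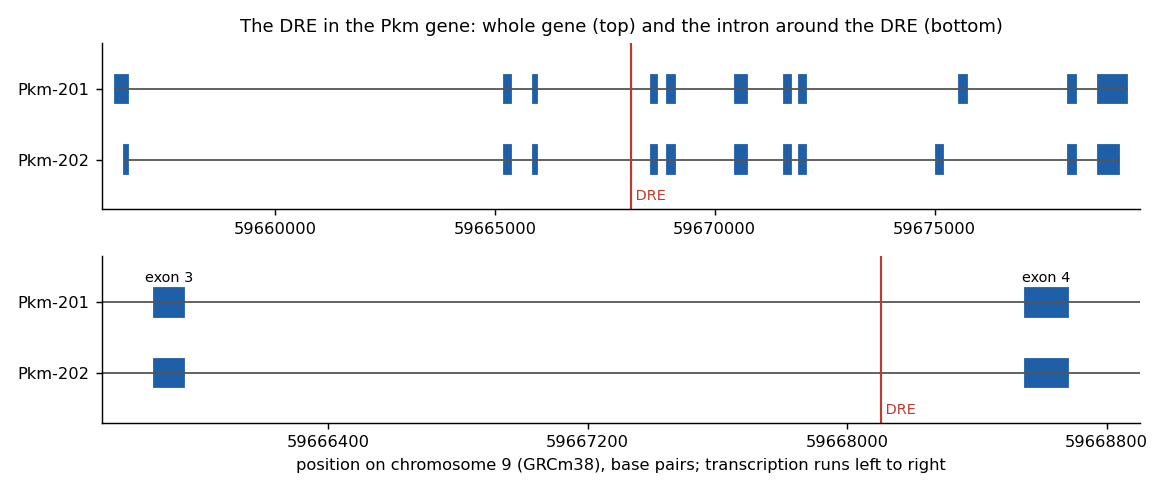
Exons (boxes) of 2 *Pkm* transcripts on chromosome 9 of GRCm38, in bases, with the DRE site marked, for the gene and for the interval from exon 3 to exon 4. The site lies 441 bases before exon 4.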

In brief, the intronic DRE site (mm10: chr9: 59,668,103–59,668,107) was removed using CRISPR–Cas9 genome editing to generate a Pkm^ΔDRE^ mutant mouse line. To achieve this, a guide RNA (gRNA; 5′-AGGAAGTGGTTATGAAAGCAGGG-3′) targeting the intronic DRE sequence upstream of exon 4 was designed to introduce a double-stranded break 9 bp upstream of the motif. A single-stranded oligodeoxynucleotide (ssODN) repair template was used to delete a 5′-GCGTG-3′ motif and introduce a G→A substitution in the PAM sequence, preventing further Cas9 activity. The DRE deletion was confirmed by Sanger sequencing, and founders were backcrossed with C57BL/6N WT mice for eight generations. Homozygous Pkm^ΔDRE^ mice were subsequently established and displayed no abnormal phenotypic or behavioral traits. These mutant mice were indistinguishable from WT controls in terms of growth, diet, and reproductive performance. WT controls were generated through backcrossing with C57BL/6N mice.

### 4.2. Primary Hepatocytes Isolation and Culture

Primary hepatocytes were isolated from WT and Pkm^ΔDRE^ mice using a standard perfusion and collagenase digestion protocol [29]. Briefly, the liver was first perfused via the inferior vena cava with calcium- and magnesium-free Hanks’ Balanced Salt Solution (HBSS; Sigma-Aldrich, St. Louis, MO, USA) containing 0.5 mM EGTA, 5.5 mM glucose, and penicillin-streptomycin followed HBSS supplemented with 1.5 mM calcium chloride, 5.5 mM glucose, antibiotics, and 0.02% (*w*/*v*) type IV collagenase (Sigma-Aldrich). The liver was then excised, gently dissociated in 10 mL of William’s Medium E (WME; Invitrogen, Carlsbad, CA, USA), and filtered to remove tissue debris and aggregates. Hepatocytes were collected by centrifugation and washed three times with WME. Only cell preparations with ≥90% viability, assessed via trypan blue exclusion, were used.

Hepatocytes were seeded at a density of 1 × 10^6^ cells/well on type I collagen-coated 6-well plates and cultured in WME supplemented with 5% fetal bovine serum (FBS), 1% penicillin/streptomycin, 1% Glutamax, 0.3 mM ascorbic acid, and 100 nM dexamethasone. After a 3 h attachment period, non-adherent cells were removed and media was replaced with fresh WME containing 1% ITS Premix, antibiotics, Glutamax, ascorbic acid, and dexamethasone with DMSO vehicle or 10 nM TCDD and maintained at 37 °C in a 5% CO_2_ incubator.

### 4.3. RNA Isolation and Quantitative Real-Time Polymerase Chain Reaction (qRT-PCR)

Primary mouse hepatocytes (1 × 10^6^ cells) were plated in 6-well plate for RNA isolation. Medium was removed and cells were rinsed two times with cold PBS. While on ice, 1 mL of TRIzoL reagent was added to each well and plates were scraped. RNA was extracted using an additional 5:1 phenol–chloroform step (Sigma Aldrich, St. Louis, MO, USA). RNA quantity and purity (260/280 ratio) was assessed with a NanoDrop 1000. Total RNA was converted to cDNA with SuperScript II (Invitrogen, Carlsbad, CA, USA) using oligo dT primer. qRT-PCR was performed using iQ SYBR Green Supermix (BioRad, Hercules, CA, USA) on a Bio-Rad CFX Connect Real-Time PCR Detection System. Gene expression relative to vehicle control was calculated using the 2^−ΔΔCT^ method, where each sample was normalized to the geometric mean of *Actb*, *Gapdh*, and *Hprt*. SYBR green Mastermix (Life Technologies, Carlsbad, CA, USA) was used to analyze relative gene expression. The primer sequences are listed in Supplementary Table S2.

### 4.4. RNA-Seq

Sequencing were performed by Novogene on NovaSeq 6000 for a total of 20 M 150 base-pair unstranded paired-end reads per sample. Alignment to GRCm39 (release 104) was performed with STAR (v2.7.3a) [30] after quality control using FastQC (v0.11.7) trimming adaptors with Trimmomatic (v0.39) [31]. Gene counts underwent variance stabilization transformation using DESeq2 (v1.42.1) (https://doi.org/10.1186/s13059-014-0550-8) in R (v4.3.2). Posterior probabilities (P1 (t)’s) were calculated using an empirical Bayes method [32] accounting for time-dependent changes compared to time-matched controls. Genes with a |fold-change| ≥ 1.5 and P1 (t) ≥ 0.8 were considered differentially expressed. Principal components analysis was performed in R using prcomp from the stats base package. Functional over-representation analysis was performed using an updated collection of gene sets form the Gene Set Knowledgebase (GSKB) and the bc3net for sets containing between 10 and 500 genes. A more stringent filtering criteria was used for functional enrichment analysis (|fold-change| ≥ 2.0 and P1 (t) ≥ 0.9) to identify more perturbed pathways. Figures were generating using ggplot2 (v3.4.4) and formatted for style using Adobe Illustrator Version 16.0.0. Data are deposited in the Gene Expression Omnibus (accession ID GSE309637).

### 4.5. Treatment Regimen

Male WT and Pkm^ΔDRE^ mice were housed in Innovive Innocages (San Diego, CA, USA) lined with ALPHA-dri bedding (Shepherd Specialty Papers, Chicago, IL, USA), maintained under controlled conditions (23 °C, 30–40% humidity, 12-h light/dark cycle), with unrestricted access to Harlan Teklad Rodent Diet 8940 (Madison, WI, USA) and water. Eight animals were assigned to each treatment group. Beginning on postnatal day (PND) 30–32, at weight 13–16 g, mice were orally gavaged with sesame oil (vehicle, 100 µL) or 30 μg/kg TCDD (in sesame oil, 100 µL) every four days for 28 days (total of 7 doses), between zeitgeber time (ZT) 0–3. Animals were euthanized by overdose of carbon dioxide followed by cardiac puncture to ensure death before tissue collection, in accordance with approved institutional animal care and use protocols. Following euthanization, livers were excised, weighed, snap frozen in liquid nitrogen, and stored at −80 °C. The TCDD dose levels and treatment regimen considered the relatively short study duration while accounting for (i) the cumulative exposure to AHR ligands that humans experience over a lifetime, (ii) the significant difference in TCDD half-lives (1 to 11 years in humans compared to 8 to 12 days in mice [33,34] and (iii) the likelihood that individuals are exposed to additional AHR-activating compounds. This treatment regimen allowed hepatic TCDD levels to approach a steady state and effectively induced AHR-responsive genes, including those implicated in promoting reactive oxygen species (ROS) production. This study design has been used previously to show Pkm^ΔDRE^ mice exhibited greater susceptibility to TCDD-induced toxicity compared to WT controls [8].

### 4.6. LC-MS Analysis

Frozen liver samples were homogenized (Polytron PT2100, Kinematica, **Malters, Switzerland**) in 500 μL of HPLC-grade methanol, 200 μL of HPLC-grade water and 500 μL of HPLC-grade chloroform. Samples are vortexed for 10 min, then centrifuged at 4 °C 16,000× *g* for 15 min. The polar layer was then removed and dried under nitrogen gas. Extracted metabolites were then resuspended in 3% methanol containing 10 mM tributylamine (TBA).

Metabolite profiling was conducted by measuring relative abundance and high-resolution accurate mass spectrometry on a Xevo G2-XS QTof mass spectrometer (Waters, Eschborn, Germany) integrated with a Waters liquid chromatography system. Chromatographic separation utilized an Acquity HSS T3 column (1.8 μm particle size, 2.1 mm × 150 mm). A binary solvent system was applied for gradient elution. The mobile phase A consisted of LC/MS-grade water containing 3% LC/MS-grade methanol, 10 mM TBA, and 15 mM acetic acid (pH 5.0 ± 0.05). Mobile phase B was composed of LC/MS-grade methanol (100%). A constant flow rate of 300 μL/min was maintained and the linear gradient employed was as follows: 0–1.5 min 100% A, 1.5–4 min increase from 0 to 20% B, 4–6. min maintain 80% A and 20% B, 6–10.5 min increase from 20 to 55% B, 10–13 min increase from 55 to 95% B, 13–15 min maintain 5% A and 95% B, 15–15.1 min decrease from 95–0% B, 15.1–18 min equilibration at 100% A. The column temperature was maintained at 40 °C and sample volumes of 10 μL were injected. An 18 min full-scan method was used to acquire data with *m*/*z* scan range from 50 to 1000.

## Figures and Tables

**Figure 1:**
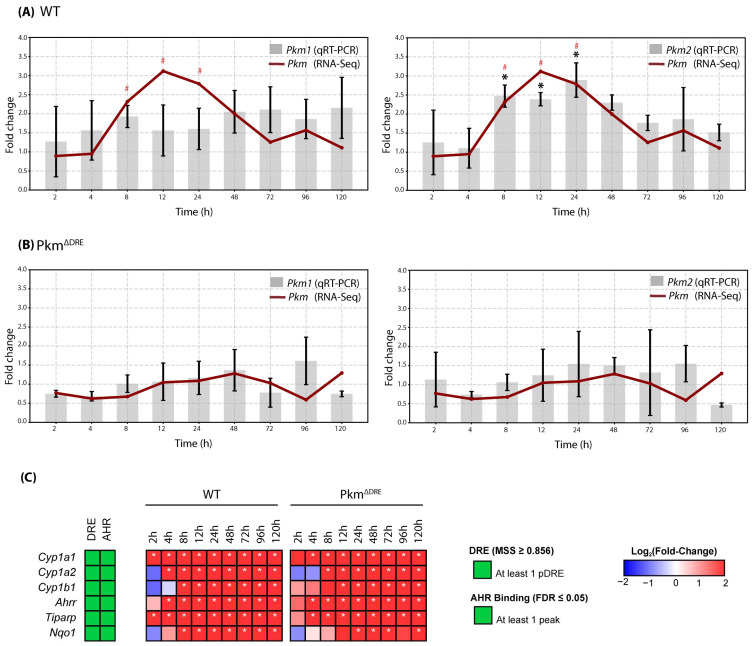
Pkm2 induction by TCDD in WT and Pkm^ΔDRE^ primary hepatocytes. *Pkm* expression was assessed by RNA-Seq (presented as red line graph) and qRT-PCR (presented as bar graph) in (**A**) WT and (**B**) Pkm^ΔDRE^ mouse hepatocytes treated with DMSO (vehicle) or 10 nM TCDD for 2, 4, 8, 12, 24, 48, 72, 96 and 120 h. Bars represent mean ± SD. Asterisk (qRT-PCR) or pound sign (RNA-Seq) indicates *p* ≤ 0.05 in fold change as determined by a two-way ANOVA and Tukey’s post hoc test. (**C**) Effect of TCDD on AhR battery genes. The presence of dioxin response elements (DRE) within the gene *loci* and in vivo AHR genomic enrichment at 2 h, following TCDD exposure (green). Color scale represents the log_2_ (fold change) for differential gene expression determined by RNA-Seq analysis (n = 5). The asterisk indicates differential expression with a posterior probability (P1 (t)) ≥ 0.80.

**Figure 2:**
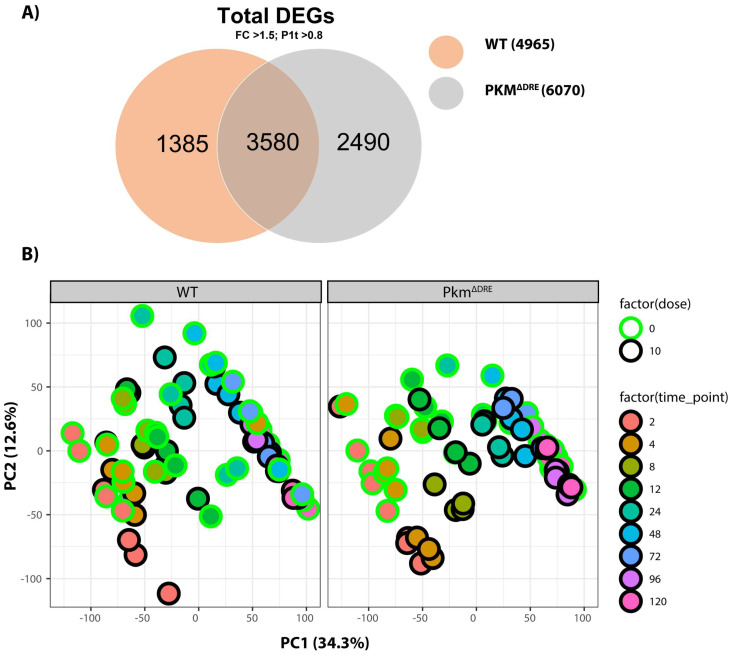
Differentially expressed genes (DEGS) in primary mouse hepatocytes treated with 10 nM TCDD across all time points. (**A**) DEGS in primary mouse hepatocytes treated with 10 nM TCDD across all time points. (**B**) Principal component analysis (PCA). Time-dependent gene expression was assessed in WT and Pkm^ΔDRE^ primary mouse hepatocytes treated with DMSO vehicle or 10 nM TCDD. Differential gene expression (P1 (t)) ≥ 0.80 and fold change (FC) ≥ 1.5) was determined at 2, 4, 8, 12, 24, 48, 72, 96, and 120 h.

**Figure 3:**
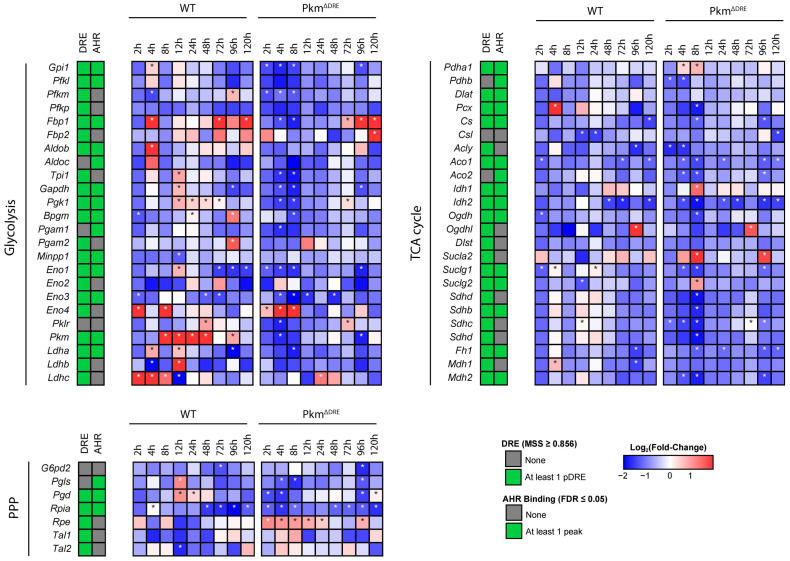
Effect of TCDD on glycolysis, PPP and TCA cycle gene expression. The presence of putative dioxin response elements (pDRE) within the gene loci and in vivo hepatic AHR genomic enrichment at 2 h, following TCDD treatment (green). Time-dependent gene expression was assessed in wild type (WT) and Pkm^ΔDRE^ primary mouse hepatocytes treated with DMSO (vehicle) or 10 nM TCDD for 2, 4, 8, 12, 24, 48, 72, 96 and 120 h. Color scale represents the log_2_ (fold change) for differential gene expression determined by RNA-Seq analysis (n = 5). The asterisk indicates differential expression with a posterior probability (P1 (t)) ≥ 0.80.

**Figure 4:**
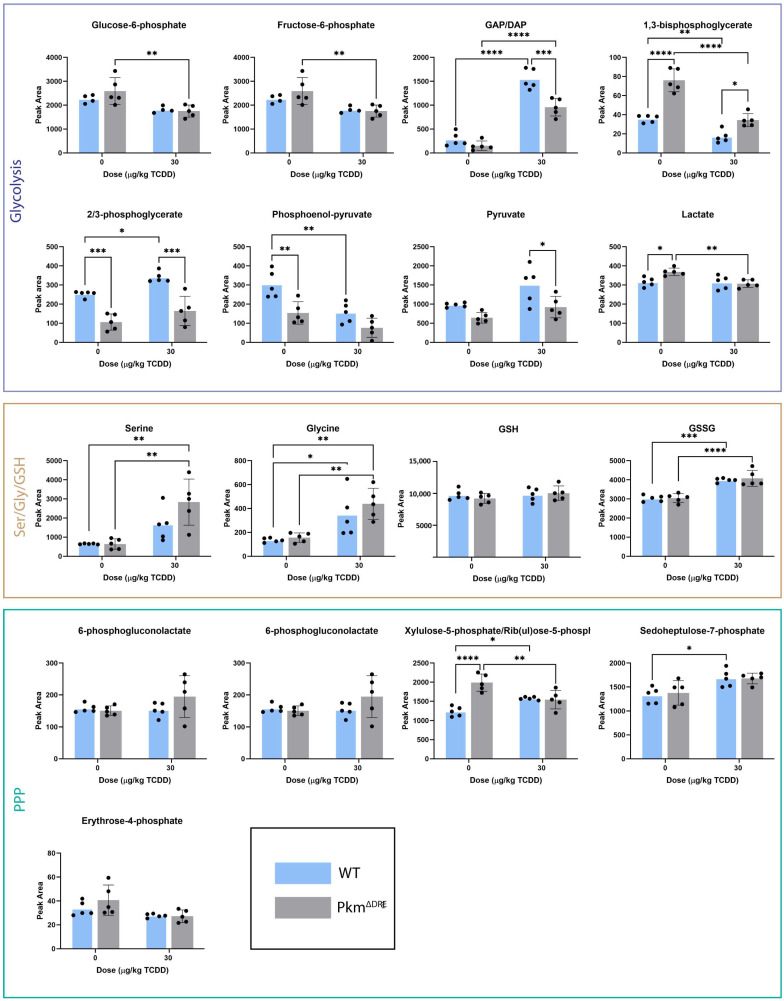
Levels of glycolytic, Ser/Gly/GSH and PPP metabolites. WT and Pkm^ΔDRE^ mice were treated with sesame oil (vehicle) or 30 µg/kg TCDD every 4 day for 28 days. Livers were snap-frozen, and metabolites were extracted using 80% methanol. Samples were analyzed on a Xevo G2-XS Quadrupole Time of Flight mass spectrometer attached to a Waters Acquity UPLC (Waters) operated in negative-mode electrospray ionization. Peak areas were quantified using MassLynx software V4.2. Bars represent mean ± SD. Asterisk indicates significance (* *p* ≤ 0.05, ** *p* < 0.01, *** *p* ≤ 0.001, **** *p* ≤ 0.0001) determined by two-way ANOVA and Tukey’s post hoc test (n = 5).

**Figure 5:**
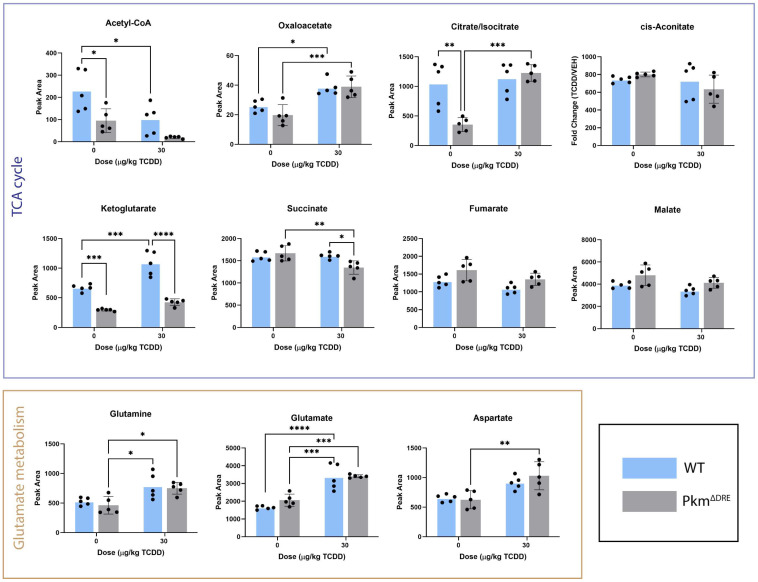
Levels of TCA cycle metabolites. WT and Pkm^ΔDRE^ mice were treated with sesame oil (vehicle) or 30 µg/kg TCDD every 4 day for 28 days. Livers were snap-frozen, and metabolites were extracted using 80% methanol. Samples were analyzed on a Xevo G2-XS Quadrupole Time of Flight mass spectrometer attached to a Waters Acquity UPLC (Waters) operated in negative-mode electrospray ionization. Peak areas were quantified using MassLynx software. Bars represent mean ± SD. Asterisk indicates significance (* *p* ≤ 0.05, ** *p* < 0.01, *** *p* ≤ 0.001, **** *p* ≤ 0.0001) determined by two-way ANOVA and Tukey’s post hoc test (n = 5).

**Table 1:** Number of differentially expressed genes (DEGs) at individual time points.

	2 h	4 h	8 h	12 h	24 h	48 h	72 h	96 h	120 h
Pkm^ΔDRE^ unique DEGs	651	1380	2709	176	259	162	96	371	224
WT unique DEGs	1743	511	240	214	183	266	368	442	138
Common DEGs	105	53	63	25	42	83	78	130	129

## Data Availability

Time-course hepatocytes RNA-seq data was deposited to GEO under the accession identifier GSE309637. The raw and processed data for LC-MS are available at Metabolomics Workbench under Accession ID: ST004256.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms262210853/s1.

# Supplementary material for: Loss of Dioxin Response Element-Mediated Induction of PKM2 Reprograms Hepatic Metabolism in Response to TCDD
**Source:** Int J Mol Sci. 2025 Nov 8;26(22):10853. doi: 10.3390/ijms262210853
**Supplement:** Supplementary file 1

## **SUPPLEMENTARY INFORMATION**

### **Loss of dioxin response element-mediated induction of PKM2 reprograms hepatic metabolism in response to TCDD**

Karina Orlowska<sup>1,2</sup>, Rance Nault<sup>2,3</sup> and Tim Zacharewski<sup>1,2,\*</sup>

<sup>1</sup>Biochemistry & Molecular Biology,

Biochemistry Building

603 Wilson Road

East Lansing, MI 48824

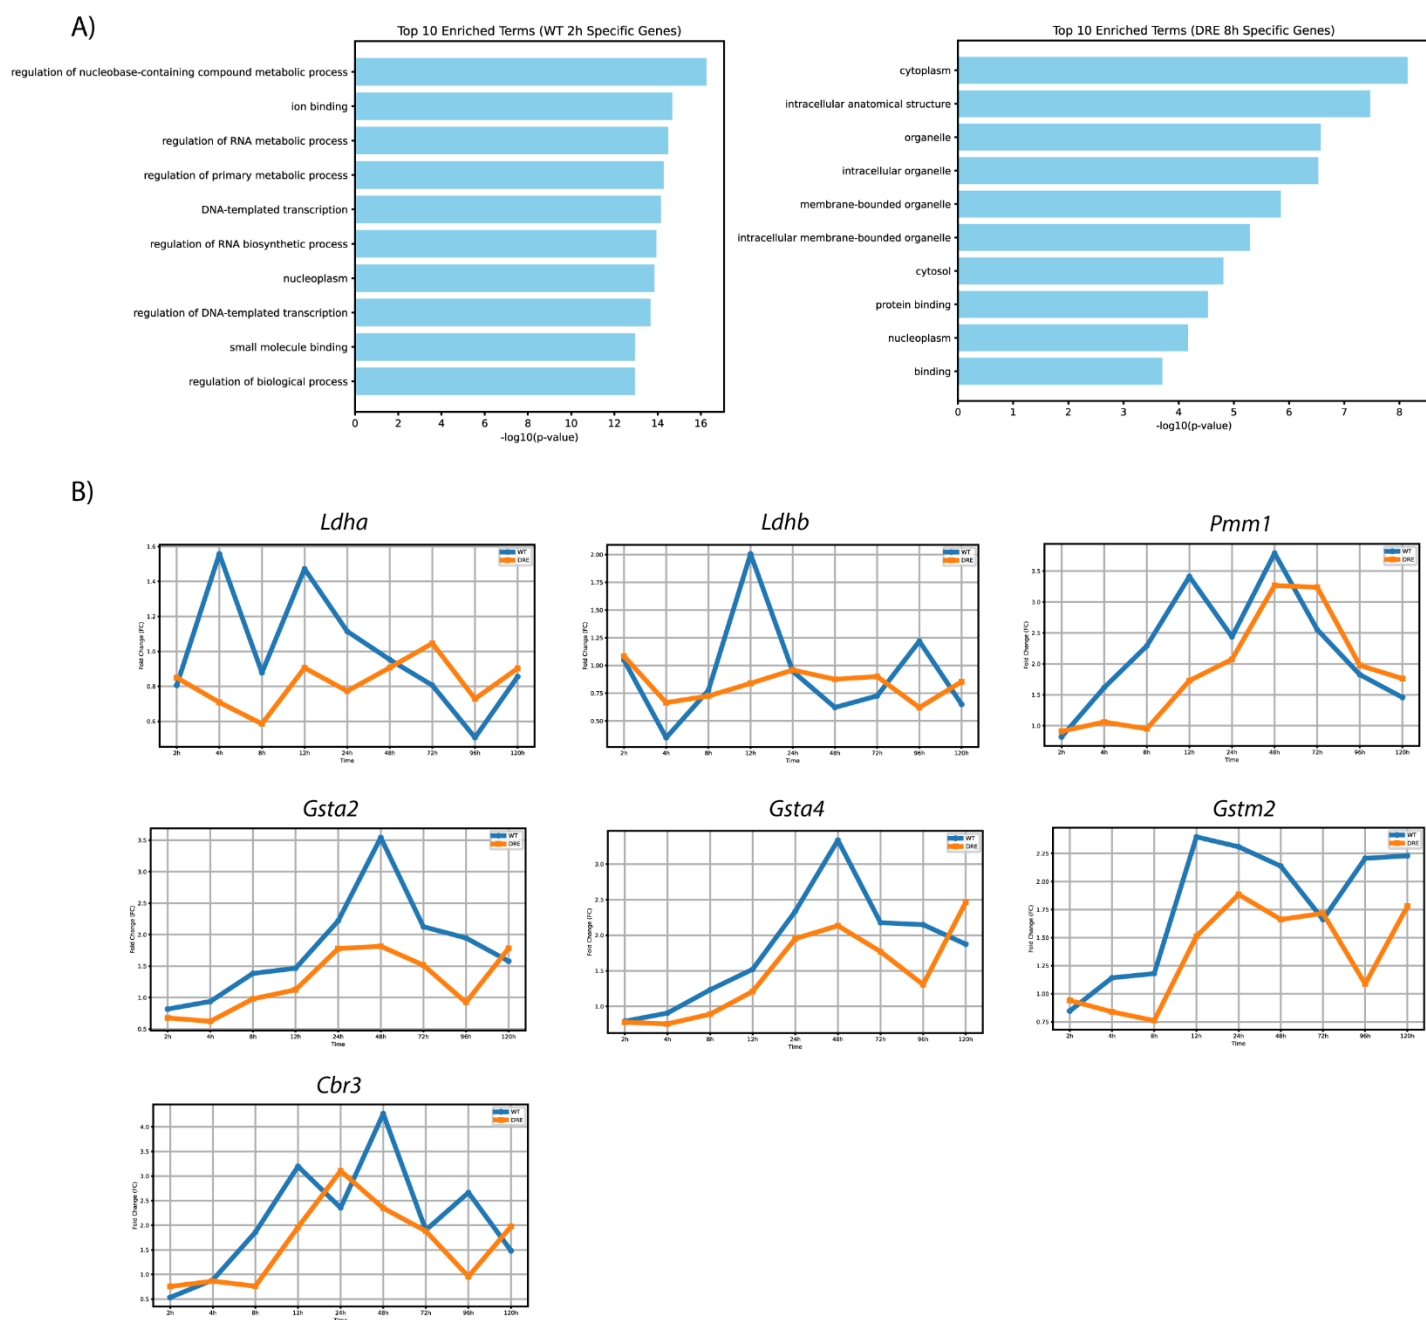

**Supplementary Figure S1. Temporal changes in gene expression assessed by RNA-seq in primary mice hepatocytes treated with DMSO vehicle or 10 nM TCDD for 2, 4, 8, 12, 24, 48, 72, 96 and 120 hours. A)** Functional enrichment of upregulated DEGs that were unique for 2h time point in WT and 8h time point in Pkm<sup>ADRE</sup> mice. **B)** Examples of genes with disrupted responses to TCDD in PKM<sup>ADRE</sup> mice relative to WT counterparts.

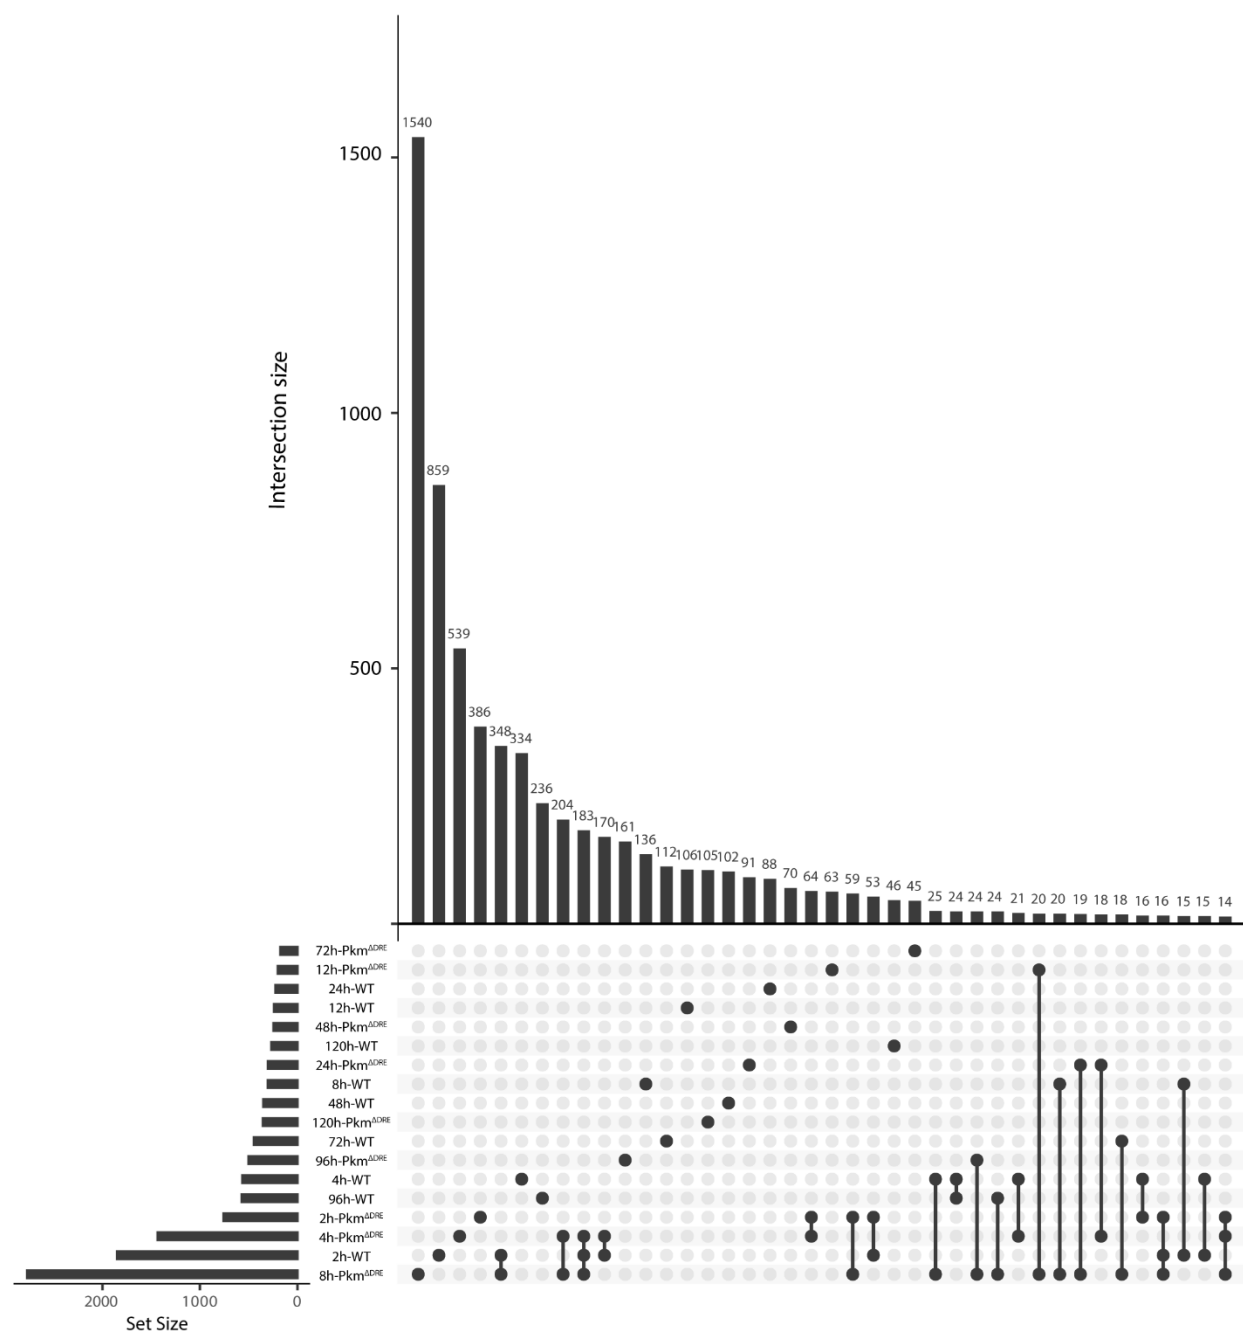

**Supplementary Figure S2. Number of differentially expressed genes (DEGs) that are either unique to or shared between multiple time points in primary mouse hepatocytes exposed to 10 nM TCDD.** Time-dependent gene expression was assessed in WT and Pkm<sup>ADRE</sup> mouse hepatocytes treated with DMSO (vehicle) or 10 nM TCDD for 2, 4, 8, 12, 24, 48, 72, 96 and 120 hours.

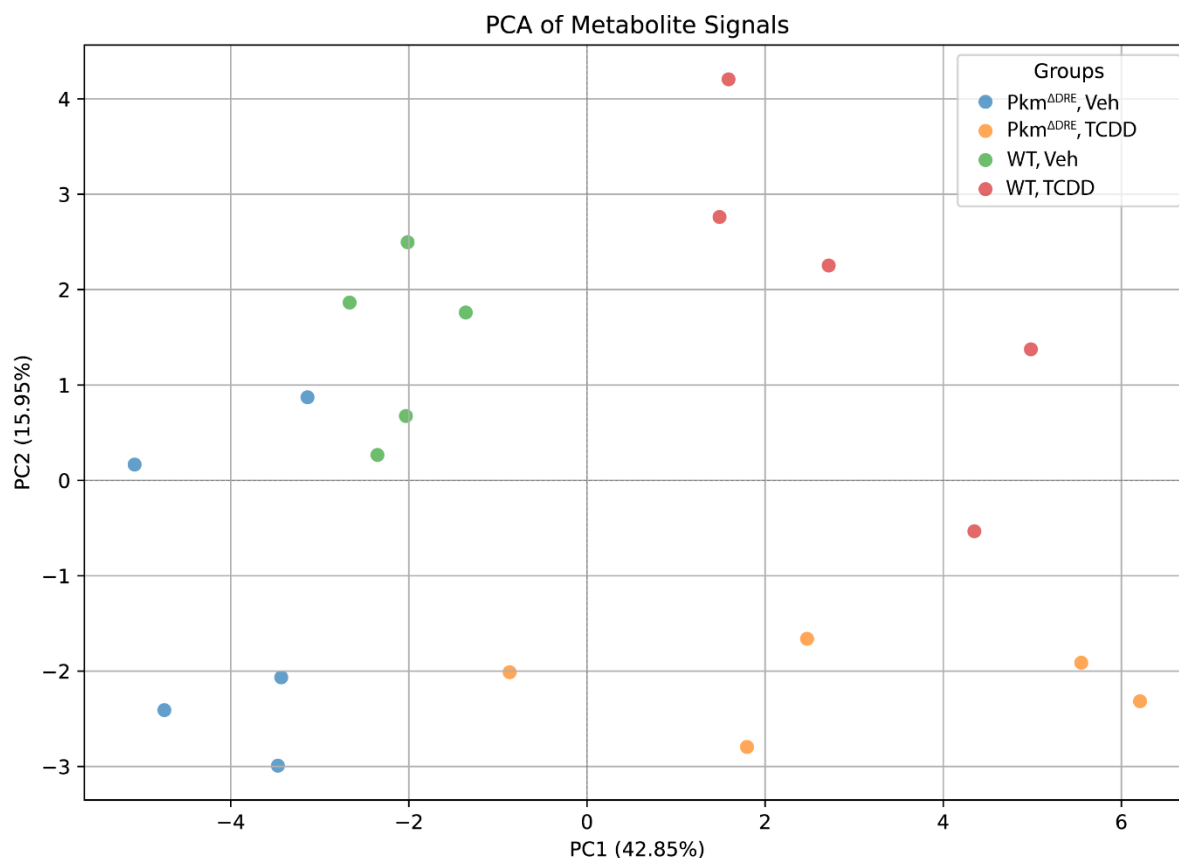

**Supplementary Figure S3. Principal component analysis of 28 analyzed glycolysis, PPP, Ser/Gly/GSH pathway, TCA cycle, glutamine metabolites in liver extracts.** WT and Pkm<sup>ADRE</sup> mice were treated with sesame oil (vehicle) or 30 µg/kg TCDD every 4 day for 28 days. Livers were snap-frozen, and metabolites were extracted using 80% methanol. Samples were analyzed on a Xevo G2-XS Quadrupole Time of Flight mass spectrometer attached to a Waters Acquity UPLC (Waters) operated in negative-mode electrospray ionization

**Supplementary Table S1.** Top 10 metabolites contributing to principal components (PC) 1 and 2 based on absolute loading values.

| Metabolite             | PC1     | Metabolite                  | PC2     |
|------------------------|---------|-----------------------------|---------|
| GSSG                   | 0.26227 | Glycine                     | 0.18551 |
| Aspartate              | 0.25651 | 1,3-bisphospoglycerate      | 0.25937 |
| Glycine                | 0.24734 | Malate                      | 0.34618 |
| Serine                 | 0.24728 | Fumarate                    | 0.34370 |
| Glutamate              | 0.24240 | Acetyl-CoA                  | 0.31155 |
| GAP/DAP                | 0.23968 | Ketoglutarate               | 0.31057 |
| Glutamine              | 0.23741 | Pyruvate                    | 0.24599 |
| 1,3-bisphospoglycerate | 0.21932 | 2/3-phosphoglycerate        | 0.22549 |
| Glucose-6-phosphate    | 0.20844 | D-Sedoheptulose 7-phosphate | 0.21782 |
| Oxaloacetate           | 0.20635 | GSH                         | 0.19534 |

Supplementary Table S2: Primer sequences (5' -3') and product sizes for genes analyzed by qRT-PCR

| Gene Symbol  | Gene Name                                       | Primer sequence      |                      | Product length | Specie |
|--------------|-------------------------------------------------|----------------------|----------------------|----------------|--------|
|              |                                                 | Forward              | Reverse              |                |        |
| <i>Actb</i>  | Actin, beta                                     | GCTACAGCTTCACCACCACA | TCTCCAGGGAGGAAGAGGAT | 123            | mouse  |
| <i>Gapdh</i> | glyceraldehyde-3-phosphate dehydrogenase        | GTGGACCTCATGGCCTACAT | TGTGAGGGAGATGCTCAGTG | 125            | mouse  |
| <i>Hprt</i>  | hypoxanthine guanine phosphoribosyl transferase | AAGCCTAAGATGAGCGCAAG | TTACTAGGCAGATGGCCACA | 104            | mouse  |
| <i>Pkm1</i>  | pyruvate kinase isoform 1                       | AGTCCTGGATGGAGCAGACT | TTCAAACAGCAGACGGTGGA | 136            | mouse  |
| <i>Pkm2</i>  | pyruvate kinase isoform 2                       | CATTACCAGCGACCCCACAG | CTCCTGCCAGACTTGGTGAG | 102            | mouse  |

How the deposited data were processed for this re-analysis (not part of the article)

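The deposited data are RNA-Seq libraries of primary hepatocytes labelled WT or Pkm ΔDRE, treated with 10 nM TCDD or DMSO and harvested at 9 time points, with 4 libraries per group, 36 groups and 144 libraries in all. The labels give no replicate number and no isolation batch. The authors aligned the read pairs with STAR and deposited 1 file of counts per library, in which each gene has the number of uniquely mapped pairs on it, in total and by strand, with no normalization. The unstranded count was used, because strand 1 held 50.3% to 51.5% of the stranded counts in all libraries but library 65 (WT, TCDD, 96 h), where it held 63.3%. The files hold 55359 genes, of which 52083 were given a symbol from the GENCODE M21 annotation. The files follow GRCm39 and the annotation used here for symbols, transcript length and GC content follows GRCm38, and identifiers absent from the second have no symbol here.

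The 4 lines of each file that name no gene were left out of library sizes and tests. Together they held 16.8% to 48.0% of the pairs (median 24.2%), unmapped pairs 1.96% to 23.6% (median 7.06%) and pairs mapped to several places 3.49% to 7.58% (median 5.00%). Counts on genes ran from 13588848 to 30719161 per library, with a median of 18011825. Genes below the filter's count minimum were not tested.

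Each of the 18 comparisons used the 8 libraries of 1 label and time point, taken as unpaired. Counts were scaled with TMM in edgeR 4.0.16 under R 4.3.3, genes were kept by filterByExpr (count minimum of 10, total minimum of 15), and the robust quasi-likelihood test was run with Benjamini-Hochberg adjustment over the genes tested. A gene was called a DEG at an adjusted p-value under 0.05 and a fold change of at least 1.5. Standard errors were derived as the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. Like the fold changes, they depend on the prior count where counts are near 0. The difference in response between the labels was tested as an interaction in the 16 libraries of a time point. Named genes were those the paper's text names and, for WT at 2 h, Pkm ΔDRE at 8 h and the interaction at 2 and 8 h, the 3 DEGs with the largest positive and the 3 with the largest negative change whose treatment groups did not overlap, without predicted genes and clones. A few of these genes were left out of the lists and the text. For named lists, p-values were also adjusted over the list alone. Printed CPM use TMM library sizes computed across all libraries. The principal component analysis used the variance-stabilizing transformation of DESeq2 1.42.0. Lists were compared with Fisher's exact test, distances with exact permutation of the 35 splits of 8 libraries, and correlations with 100000 permutations.

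The alternatives were RLE scaling, the DESeq2 Wald test, no filter on low counts, 1 fit per genotype, the same fit with 1 surrogate variable (sva 3.50.0, limma 3.58.1), a posterior probability of at least 0.8 on variance-stabilized counts, no fold change threshold, the share of pairs on no gene as a covariate, 1 fit of all libraries for the interaction, and leaving out each library in turn. Those added after the data were examined were the removal of each library's GC trend, the unmapped share as a covariate, the order of the library numbers within each group as a replicate block, and exchanged genotype labels with either criterion. The posterior probability was calculated here in R and stands in for the authors' own program.

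The tests were checked on simulated counts with 200 changed genes, each changed by 2 on the log2 scale. The recoveries hold for changes of that size and not for those near the fold change threshold of 1.5. Each gene was drawn independently of the others, so variation shared across genes was absent. The numbers of false calls may therefore understate those in the real libraries. There, other splits with 2 libraries of each treatment on each side gave up to 3269 genes for Pkm ΔDRE at 12 h and 3727 at 24 h. For the simulated comparison of WT at 8 h, edgeR recovered 175 of 191 tested changed genes (91.6%) with 7 false calls, and DESeq2 recovered 175 with 22 false calls. For Pkm ΔDRE at 120 h, edgeR recovered 157 of 190 (82.6%) with 7 false calls and DESeq2 168 with 47 false calls. At 2 h, edgeR recovered 136 of 196 (69.4%) with 7 false calls for WT and 157 of 191 (82.2%) with 5 false calls for Pkm ΔDRE, and DESeq2 157 with 42 false calls and 171 with 28 false calls. For the interaction at 8 h, 132 of 195 (67.7%) were recovered with 9 false calls. For 1 fit per genotype of WT at 8 h, edgeR recovered 113 of 189 (59.8%) with 4 false calls and the posterior probability 123 (65.1%) with 7 false calls. With the replicate block, 152 of 192 (79.2%) were recovered with 12 false calls for Pkm ΔDRE at 12 h and 97 of 199 (48.7%) with 3 false calls for the interaction at 12 h.

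Expression of *Pkm* went against the genotype labels, so groups are named by the labels of their libraries. Quantitative PCR, isoform-level expression, metabolites and mouse tissue were not analysed here. Gene set collections were not used, and families were defined by symbol. Tables were prepared with data.table 1.17.8 and Python 3.11.15, and figures with matplotlib 3.10.9.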

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

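The tests chosen only after the result was seen were those of exchanged genotype labels, of libraries 80 and 104, of libraries 64 and 21, and of *Mir6236* in the libraries with the highest numbers. In the paragraphs on single libraries, a library is named when its gap to the nearest of its 3 replicates, divided by the range of the 4, was above Dixon's 95% critical value for 4. Of the groups tested for *Pkm*, *Cyp1a1* and PC1, 16 held such a library where chance gives about 1 in 20 groups, or 5.4.

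*Pkm* expression in 6 libraries lay far from their groups. On the log2 CPM scale it was 7.123 in library 8 (WT, DMSO, 4 h; others 6.298 to 6.358), 11.05 in library 27 (WT, DMSO, 72 h; others 8.467 to 8.897), 6.489 in library 50 (WT, TCDD, 12 h; others 4.873 to 5.093), 8.384 in library 71 (WT, TCDD, 120 h; others 7.961 to 8.018), 9.457 in library 100 (Pkm ΔDRE, DMSO, 72 h; others 8.577 to 8.726) and 8.117 in library 126 (Pkm ΔDRE, TCDD, 24 h; others 8.885 to 8.939). No technical or biological explanation was tested for these 6, and differences between cultures stay open.

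*Cyp1a1* expression in 6 libraries lay far from their groups. On the log2 CPM scale it was 0.1114 in library 9 (WT, DMSO, 8 h; others 1.769 to 2.056), 4.118 in library 14 (WT, DMSO, 12 h; others 0.0213 to 0.141), 11.68 in library 21 (WT, DMSO, 48 h; others 0.526 to 1.307), 12.02 in library 48 (WT, TCDD, 8 h; others 10.69 to 10.79), 4.874 in library 64 (WT, TCDD, 72 h; others 11.73 to 12.72) and 11.75 in library 71 (WT, TCDD, 120 h; others 12.05 to 12.11). For library 21, reads or cells from a TCDD-treated library of the same time point are argued against, since *Cyp1b1* stood at 0.0868% of its mean there. For library 64, a swap with a DMSO library of that time point is argued against, since the highest of these held 23.9 CPM of *Cyp1a1* and none was out of place. A culture without TCDD or a wrong treatment label may apply to library 64, where 4 of 6 AHR responsive genes were at or under the highest DMSO library, and the counts do not settle it. The others were just above it, *Cyp1a1* at 29.2 against 23.9 CPM and *Ahrr* at 0.0915 against 0.0878 CPM. The other TCDD-treated libraries of that group held at least 3386 and 14.04 CPM of these genes. No biological explanation was tested for these libraries.

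On PC1, library 20 (WT, DMSO, 24 h) scored -21.09 (others 8.326 to 10.32) and library 71 (WT, TCDD, 120 h) 100.3 (others 116.6 to 119.2), for which no explanation was tested. Library 80 (Pkm ΔDRE, DMSO, 4 h) scored 90.32 (others -110.6 to -102.6) and library 104 (Pkm ΔDRE, DMSO, 96 h) -101.3 (others 84.39 to 106). An exchange of libraries 80 and 104 is a candidate explanation. Each lay nearer to the other's group than to its own, and the smaller of the 2 ratios of distance to the own group over distance to the other was 2.087. Without library 104, 321 genes were DEGs under the label Pkm ΔDRE at 96 h.

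The response of *Pkm* differed between the labels by 1.594 at 8 h and by 1.509 at 12 h (log2), a difference tested as an interaction that passed when adjusted over the list alone and not over all genes. It was higher under the label Pkm ΔDRE, which goes against the labels. A single library as the cause is argued against, since the lowest log2 fold change at 8, 12 and 24 h with 1 library left out was 1.079. Genotype labels exchanged between the libraries and the paper may explain it, since the mean absolute log2 difference from the drawn time course was 0.125 with the labels exchanged. The counts cannot say whether the labels of the libraries or those of the paper are exchanged.

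The response of *Mir6236* differed between the labels by -3.084 at 48 h (standard error 0.325, adjusted p = 0.000731 from edgeR's quasi-likelihood test) and by -2.761 at 72 h (standard error 0.388, adjusted p = 0.0258 from the same test). The call at 72 h was kept in 3 of the 16 fits that left out 1 library, with differences from -3.05 to -2.6 over the 16, and neither call was kept with the unmapped share as a covariate, chosen after seeing the data. A preparation or sequencing apart from the others is a candidate explanation, since the highest level among the 18 libraries with the highest numbers was 10.95 CPM and the lowest among the other libraries was 16.27 CPM. All of these 18 are labelled Pkm ΔDRE and TCDD. At 24 h, where 2 of the 4 libraries of that label and treatment are among the 18, these held 4.324 and 10.08 CPM and libraries 125 and 126 held 44.52 and 36.12 CPM, which a response shared by the group would not give. From 48 h on every such library is among the 18, so a response to TCDD under that label stays open there.

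In genes the paper does not discuss, *Ecel1* had a log2 fold change of 5.862 in libraries labelled Pkm ΔDRE at 8 h. Its level with vehicle was near 0 there (0.016 ± 0.032 CPM, SD, n = 4), so the size of this change is uncertain. *Ecel1* was tested in 2 comparisons under the label Pkm ΔDRE and called in 1. A grouping by chance stays open for the count of DEGs at 8 h as a whole, as 2 of the 35 splits of these libraries gave as many genes, although the other of the 2 kept 3 of the 4 TCDD-treated libraries together. With the order within the group as a replicate block, chosen after seeing the data, *Ecel1* was not called (5.90). A response to TCDD also stays open, and no test told these apart.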

How the results depend on the processing

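The tests chosen only after the results were seen were those with each library's GC trend removed, with the unmapped share as a covariate, with the order in the group as a replicate block and with exchanged genotype labels. The other settings, the threshold and the comparisons were set before the data were examined. A count is reported as moved here when it left the range of 1.5 times its value, the cause was not tested for any of these moves, and counts that coincide with a library number are written to 2 digits. Beside the counts of 0 DEGs, the genes with an unadjusted p-value under 0.05 numbered 166, 2126 and 276 under the label WT at 2, 4 and 72 h and 1717 and 289 under the label Pkm ΔDRE at 2 and 4 h.

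With RLE scaling, every count of DEGs, every count of called differences and every total stayed within 1.5 times. The DESeq2 Wald test gave, as numbers of DEGs, under the label WT 43 at 4 h, 26 at 12 h, 266 at 24 h, 28 at 48 h, 15 at 72 h and 596 at 120 h. Libraries labelled Pkm ΔDRE then had 628 at 2 h, 2 at 4 h, 37 at 8 h, 59 at 12 h, 11 at 24 h, 222 at 48 h, 437 at 72 h, 147 at 96 h and 307 at 120 h. Called differences between the labels were then 1 at 4 h, 3 at 8 h, 7 at 48 h, 7 at 72 h, 1.2e+02 at 96 h and 12 at 120 h. Over all time points this gave 1325 under the label Pkm ΔDRE, 1145 under both labels and 180 under Pkm ΔDRE alone. No filter on low counts gave, as numbers of DEGs, under the label WT 4 at 4 h, 10 at 12 h, 1.3e+02 at 24 h, 3 at 48 h and 386 at 120 h. For the label Pkm ΔDRE it gave 1114 at 2 h, 170 at 8 h, 10 at 12 h, 4 at 24 h, 182 at 48 h, 450 at 72 h, 31 at 96 h and 176 at 120 h. Differences between the labels were called for 350 at 8 h, 2 at 48 h and 1 at 120 h. The totals without the filter were 1692 under the label Pkm ΔDRE, 1499 under both labels and 193 under Pkm ΔDRE alone. One fit per genotype gave, as numbers of DEGs, under the label WT 3 at 2 h, 29 at 4 h, 10 at 12 h, 26 at 24 h, 17 at 48 h, 29 at 72 h, 120 at 96 h and 1.1e+02 at 120 h. Libraries labelled Pkm ΔDRE then had 363 at 4 h, 5 at 8 h, 10 at 12 h, 16 at 24 h, 96 at 72 h, 509 at 96 h and 50 at 120 h. In total there were 929 under the label Pkm ΔDRE and 687 under Pkm ΔDRE alone. The fit per genotype with 1 surrogate variable gave, as numbers of DEGs, under the label WT 3 at 2 h, 7 at 4 h, 11 at 8 h, 13 at 12 h, 28 at 48 h, 28 at 72 h and 1.1e+02 at 96 h. For the label Pkm ΔDRE it gave 418 at 4 h, 11 at 12 h, 22 at 24 h, 96 at 48 h and 595 at 96 h. With the surrogate variable the totals were 348 under the label WT, 1112 under the label Pkm ΔDRE, 184 under WT alone and 948 under Pkm ΔDRE alone.

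The posterior probability on variance-stabilized counts gave, as numbers of DEGs, under the label WT 217 at 2 h, 2928 at 4 h, 18 at 12 h, 32 at 48 h, 31 at 72 h, 576 at 96 h and 1.2e+02 at 120 h. Libraries labelled Pkm ΔDRE then had 1818 at 2 h, 4 at 4 h, 15 at 24 h, 193 at 96 h and 56 at 120 h. Its totals were 2080 under the label Pkm ΔDRE, 1591 under both labels and 489 under Pkm ΔDRE alone. No fold change threshold gave, as numbers of DEGs, under the label WT 4525 at 96 h. The share of pairs on no gene as a covariate gave, as numbers of DEGs, under the label WT 8 at 12 h, 1344 at 96 h and 492 at 120 h. Libraries labelled Pkm ΔDRE then had 2 at 8 h, 51 at 12 h, 0 at 24 h, 170 at 48 h, 359 at 72 h and 2 at 96 h. Calls for the interaction were then 1 at 4 h and 1 at 120 h. Over the 9 time points the covariate gave 509 under the label Pkm ΔDRE, 417 under both labels and 92 under Pkm ΔDRE alone. One fit of all libraries gave as called differences between the labels 249 at 4 h, 3 at 48 h, 2 at 72 h, 166 at 96 h and 1 at 120 h.

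Removing each library's GC trend gave, as numbers of DEGs, under the label WT 2503 at 8 h, 4 at 48 h and 1169 at 96 h. Those labelled Pkm ΔDRE then had 15 at 12 h and 90 at 48 h. Calls for the interaction were then 1 at 120 h. Without the GC trend the totals were 3406 under the label WT, 3156 under WT alone and 45 under Pkm ΔDRE alone. The unmapped share as a covariate gave, as numbers of DEGs, under the label WT 1 at 4 h and 7 at 12 h. Those labelled Pkm ΔDRE then had 6 at 8 h, 1 at 24 h, 1 at 48 h, 31 at 72 h, 844 at 96 h and 4 at 120 h. Calls for the interaction were then 0 at 48 h and 0 at 72 h. In sum that covariate gave 852 under the label Pkm ΔDRE, 454 under both labels and 398 under Pkm ΔDRE alone. Exchanging the genotype labels gave, as numbers of DEGs, under the label WT 13 at 8 h, 2 at 24 h, 52 at 48 h, 154 at 72 h, 11 at 96 h and 91 at 120 h. Those labelled Pkm ΔDRE then had 4640 at 8 h, 48 at 24 h, 1 at 48 h, 0 at 72 h, 2085 at 96 h and 209 at 120 h. By construction the totals became 201 under the label WT, 5685 under the label Pkm ΔDRE, 25 under WT alone and 5509 under Pkm ΔDRE alone. Both the posterior probability and exchanged labels gave, as numbers of DEGs, under the label WT 1818 at 2 h, 4 at 4 h, 12 at 8 h, 2 at 12 h, 15 at 24 h, 62 at 48 h, 1.3e+02 at 72 h, 193 at 96 h and 56 at 120 h. Those labelled Pkm ΔDRE then had 217 at 2 h, 2928 at 4 h, 6580 at 8 h, 18 at 12 h, 36 at 24 h, 32 at 48 h, 31 at 72 h and 576 at 96 h. Together they gave totals of 2080 under the label WT, 8049 under the label Pkm ΔDRE, 1591 under both labels, 489 under WT alone and 6458 under Pkm ΔDRE alone. The overlap of WT at 2 h with Pkm ΔDRE at 8 h was 1243 genes with this last pair of settings.

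The labels give no replicate number, and the order of the library numbers within each group was tried as a replicate block after the data were seen. Libraries at the same place in the TCDD and the vehicle group deviated together in part. The mean correlation of their deviations from the group means was 0.16 and was positive in 17 of 18 comparisons. All 4 pairs were over 0.1 in 3 of the 18 (WT at 24 and 48 h and Pkm ΔDRE at 24 h), and the order gave the highest correlation of the 24 ways to match the libraries in 4 of 18, where chance gives 0.75. The order ranked 11th or better of the 24 in every comparison. Over all 18 together, none of 100000 random matchings reached the same mean (permutation p = 1e-05), and the unmapped shares of libraries at the same place correlated with r = 0.526 (permutation p = 2e-05). Libraries at the same place thus share variation, and whether a place is an animal, an isolation or a plate is not stated. With the block, the number of DEGs under the label WT was 547 at 24 h, 19 at 48 h and 417 at 120 h. For the label Pkm ΔDRE the block gave 1810 at 2 h (99.9% induced), 3 at 8 h, 1439 at 12 h (49.5% induced), 5 at 24 h and 0 at 96 h. The totals with the block were 3013 under the label Pkm ΔDRE, 2587 under both labels, 3664 under WT alone and 426 under Pkm ΔDRE alone. The counts of 0 DEGs under the label WT at 2, 4 and 72 h and under the label Pkm ΔDRE at 4 h stayed at 0, and the called differences between the labels were as before, while the count of 0 under the label Pkm ΔDRE at 2 h and the 3 DEGs at 12 h depend on this choice. New calls with the block, all under the label Pkm ΔDRE, came among the named genes for *Cyp1a1* and *Tiparp* at 2 h (3.67 and 1.87), for *Pkm* (1.63), *Aldoa* (0.61), *Pgk1* (0.61), *Tpi1* (0.64), *Pgd* (0.70), *Pgls* (0.74), *Cbr3*, *Gsta4*, *Gstm2* and *Pmm1* at 12 h, for *Cyp1b1* at 24 h and for *Cbr3*, *Gsta2* and *Gsta4* at 48 h. *Cyp1a1* under the label WT at 24 h (9.64) and *Ecel1* under the label Pkm ΔDRE at 8 h (5.90) were not called with it. Not every call of an AHR responsive gene under the label Pkm ΔDRE was kept, since the block left 3 DEGs at 8 h and 0 at 96 h. The 4 pairs of a comparison allow only 8 splits, too few to test these counts against chance.

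With each library left out in turn, the number of DEGs ranged under the label WT from 0 to 1 at 4 h (highest without library 44), 0 to 5 at 12 h, 16 to 65 at 24 h, 1 to 7 at 48 h (highest without library 21), 0 to 11 at 72 h (highest without library 64) and 72 to 580 at 120 h (highest without library 71). Under the label Pkm ΔDRE it ranged from 0 to 963 at 2 h (highest without library 74), 0 to 1 at 4 h (highest without library 80), 2 to 10 at 8 h, 1 to 16 at 12 h, 0 to 2 at 24 h, 21 to 239 at 48 h (highest without library 94), 65 to 1998 at 72 h (highest without library 97), 4 to 321 at 96 h (highest without library 104) and 39 to 82 at 120 h. For the differences between the labels the range was 0 to 1 at 4 h (highest without library 80), 0 to 601 at 24 h (highest without library 92), 1 to 2 at 48 h (highest without library 22), 0 to 1 at 72 h, 0 to 438 at 96 h (highest without library 140) and 0 to 1 at 120 h (highest without library 34). The lowest number under the label WT was 16 without library 17 at 24 h and 72 without library 70 at 120 h. Without library 65, the one whose strands were unequal, the number under the label WT at 96 h was lower and stayed within 1.5 times.

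The split of DEGs into induced and repressed also depended on the setting, though not by more than 10 percentage points under RLE scaling. Under the label WT at 8 h, 63.6% were induced, against 51.9% with 1 fit per genotype, 90.9% of 11 DEGs with the surrogate variable and 51.8% with the GC trend removed. At 24 h the share of 72.9% became 88.5% with 1 fit per genotype, 85.7% with the surrogate variable, 100% with the posterior probability and 83.6% with the share of pairs on no gene as a covariate. At 96 h it was 66.9%, against 54.2% with 1 fit per genotype, 30.9% with the posterior probability, 50.96% without a fold change threshold, 50.97% with that covariate and 51.8% with the GC trend removed. At 120 h it was 65.6%, against 46.5% with DESeq2, 49.7% without a filter, 50.5% with 1 fit per genotype, 38.7% with the surrogate variable and 48.6% with the covariate. Under the label Pkm ΔDRE, the shares of 82.7% at 48 h, 71.4% at 72 h, 100% at 96 h and 65.9% at 120 h became 54.5%, 52.9%, 63.9% and 54.1% with DESeq2. At 48 h the share there was 65.4% without a filter, 55.3% with the share of pairs on no gene and 72.2% with the GC trend removed. At 72 h it was 85.8% with the surrogate variable and 84.3% with the posterior probability. At 120 h it was 42 of 50 DEGs with 1 fit per genotype, 87.3% with the surrogate variable, 80.4% with the posterior probability and 54.5% with the share of pairs on no gene. At 96 h it was 87.1% without a filter and 84.5% with the posterior probability, while 17.9% of DEGs were induced with 1 fit per genotype, 24.4% with the surrogate variable and 39.3% with the unmapped share as a covariate. Without a filter, the median log2 fold change of all genes moved by 0.186 at 2 h, 0.442 at 4 h and 0.464 at 8 h under the label WT and by 0.188 at 2 h under the label Pkm ΔDRE. It moved by 0.116 at 24 h with the surrogate variable, 0.117 at 2 h with the share of pairs on no gene and 0.156 at 12 h with the unmapped share, all under the label Pkm ΔDRE.

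Of 1601 values of named genes under settings other than leaving out a library, 1384 kept their direction and their side of the threshold, 38 were weaker, 73 stronger, 4 were called values that reversed or reversed into a call, and the others changed sign without a call on either side. The reversed values were *Pkm* at 96 h with exchanged genotype labels, 0.34 under the label WT and -0.73 under the label Pkm ΔDRE, and *Rpe* at 8 h under the label WT, -0.14 with the surrogate variable and -0.20 with the GC trend removed. With 1 library left out, 1193 of 1360 values were kept, 58 were weaker, 13 stronger, 96 changed sign without a call on either side, such as *Pgk1* at 4 h under the label Pkm ΔDRE, and no called value changed sign. The distance between treatment centroids on PC1 and PC2 under the label WT at 8 h was 82.1, against 91.6 with log2 CPM and 7.83 with the 500 most variable genes, where its p rose from 0.0286 to 0.0571 (exact permutation test). Distances over 500 genes are on another scale, no distance passed adjustment under any setting, and the adjustment can be passed only if 11 of the 18 reach the smallest p. The share of variance on PC1 was 41.5% with log2 CPM and 82.8% with the 500 most variable genes, and that on PC2 10.4% and 4.83%. Depth limits the genes with few counts, such as *Ldhb*, *Cyp1b1* and *Ahrr*, which were not tested at every time point.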

Differences from the paper's values

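The tests chosen only after the result was seen were those with exchanged genotype labels, with the GC trend removed, with the unmapped share as a covariate and with the order in the group as a replicate block. The other alternatives were set before the data were examined, and a gap is called closed where a value comes within the range used for a difference. Of 37 values in the paper's text, 35 differed, and 29 still differed with the DESeq2 Wald test, the lowest number among the alternatives.

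Over all time points the paper gives 6070 DEGs in Pkm ΔDRE hepatocytes, against 201 in libraries labelled Pkm ΔDRE, and no alternative set before the data were examined closed the gap. With exchanged genotype labels, chosen after seeing the values, there were 5685, and with the posterior probability and exchanged labels, chosen after seeing the values, 8049. The paper's 3580 DEGs in common stood against 176, and the replicate block, chosen after seeing the values, closed the gap with 2587. Its 1385 unique to WT stood against 5509 and its 2490 unique to Pkm ΔDRE against 25, and no alternative closed these gaps.

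At 2 h the paper gives 1848 DEGs for WT, against 0 (166 at an unadjusted p-value under 0.05), and no alternative set before the data were examined closed the gap. The posterior probability with exchanged labels, chosen after seeing the values, gave 1818. The paper's 756 for Pkm ΔDRE stood against 0 (1717 at an unadjusted p-value under 0.05). DESeq2, with 628, and no filter on low counts, with 1114, closed this gap, and the other alternatives did not. At 8 h the paper's 303 for WT stood against 4640 and its 2772 for Pkm ΔDRE against 13. The paper's overlap of 348 genes, whose 2 groups it does not name and which are read here as WT at 2 h and Pkm ΔDRE at 8 h, stood against 0. No alternative closed these 3 gaps.

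For the DEGs of a single genotype and those in common, the paper's Table 1 gives at 2 h 651 for Pkm ΔDRE alone, 1743 for WT alone and 105 in common, against 0, 0 and 0. DESeq2 closed the first gap with 628, the posterior probability with exchanged labels, chosen after seeing the values, closed the second with 1788, and no alternative closed the third. At 4 h the paper's 1380, 511 and 53 stood against 0, 0 and 0, with 289 and 2126 genes at an unadjusted p-value under 0.05 under the labels Pkm ΔDRE and WT. At 8 h the paper's 2709, 240 and 63 stood against 5, 4632 and 8, and at 12 h its 176, 214 and 25 against 1, 2 and 2. No alternative closed the gaps at 4, 8 or 12 h.

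At 24 h the paper's 259, 183 and 42 stood against 0, 46 and 2. DESeq2, with 256, and no filter on low counts closed the gap for WT alone, and no alternative closed the others. At 48 h the paper's 162, 266 and 83 stood against 51, 0 and 1. DESeq2 with 206, no filter with 179 and the share of pairs on no gene with 169 closed the gap for Pkm ΔDRE alone, and no alternative closed the others. At 72 h the paper's 96, 368 and 78 stood against 154, 0 and 0. One fit per genotype with 72, the same fit with a surrogate variable and the posterior probability closed the gap for Pkm ΔDRE alone, and no alternative closed the others. At 96 h the paper's 371, 442 and 130 stood against 0, 2074 and 11. The first gap was closed by 1 fit per genotype (469), by the surrogate variable (548) and by the posterior probability with exchanged labels (494), chosen after seeing the values. The posterior probability closed the second with 494 and DESeq2 the third. At 120 h the paper's 224 for Pkm ΔDRE alone stood against 54 and its 129 in common against 37. DESeq2 closed both, the first with 163, and exchanged labels, chosen after seeing the values, closed the first.

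For the fold change of *Pkm*, Fig. 1A and Fig. 1B were read by eye. At 4 h the paper shows about 0.95 for WT (Fig. 1A, read by eye), against 0.632, and RLE scaling, DESeq2, no filter and the surrogate variable closed the gap, as did the GC trend removed, the replicate block and exchanged labels, all chosen after seeing the values. For WT (Fig. 1A, read by eye) it shows about 2.3 at 8 h, about 3.1 at 12 h and about 2.8 at 24 h, against 0.714, 1.12 and 1.01. For Pkm ΔDRE (Fig. 1B, read by eye) it shows about 0.65 at 8 h, about 1 at 12 h and about 1.1 at 24 h, against 2.36, 3.21 and 2.53. No alternative set before the data were examined closed these 6 gaps, and exchanged labels, chosen after seeing the values, closed all 6. At 48 h the paper shows about 2 for WT (Fig. 1A, read by eye), against 0.979, closed by the unmapped share (2.28) and exchanged labels (1.95), both chosen after seeing the values. For Pkm ΔDRE at 48 h it shows about 1.3 (Fig. 1B, read by eye), against 1.95, closed by RLE scaling, DESeq2 and the share of pairs on no gene (1.56), and by the unmapped share and exchanged labels, chosen after seeing the values. At 96 h it shows about 1.6 for WT (Fig. 1A, read by eye) and about 0.6 for Pkm ΔDRE (Fig. 1B, read by eye), against 0.602 and 1.27. Exchanged labels, chosen after seeing the values, closed both, and the unmapped share, also chosen after seeing the values, closed the second (0.577).

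Directions also differed, always by the labels of the libraries. The paper states that WT hepatocytes had their greatest number of DEGs at 2 h and Pkm ΔDRE hepatocytes at 8 h, and here the greatest numbers were at 8 h under the label WT and at 72 h under the label Pkm ΔDRE. The greatest number under the label Pkm ΔDRE was at 2 h with the posterior probability (1818), no filter on low counts (1114), DESeq2 (628) and the replicate block (1810), chosen after seeing the values, and that under the label WT stayed at 8 h, so with these 4 settings the peaks are those of the paper once the labels are exchanged, also chosen after seeing the values. It was at 96 h with 1 fit per genotype (509), the surrogate variable (595) and the unmapped share (844), chosen after seeing the values. It states that 5 antioxidant genes were delayed or attenuated in Pkm ΔDRE hepatocytes, and their list-adjusted increases numbered 10 of 45 under the label WT and 18 of 45 under the label Pkm ΔDRE. It states that 7 glycolytic genes were induced early in WT and not in Pkm ΔDRE hepatocytes. Of their 63 changes per label, 50 were negative under the label WT and 33 under the label Pkm ΔDRE, and none was a called increase, although the replicate block, chosen after seeing the values, brought calls for *Aldoa*, *Pgk1* and *Tpi1* at 12 h under the label Pkm ΔDRE. It states that *Pgls* and *Pgd* were induced at 12 h in WT and repressed in Pkm ΔDRE hepatocytes, and here the log2 fold changes at 12 h were -0.15 and 0.21 under the label WT and 0.88 and 0.78 under the label Pkm ΔDRE, increases that the replicate block brought to a call. It states that *Rpe* was induced in Pkm ΔDRE hepatocytes alone, and here it was called at 8 h under the label WT alone. It states that TCDD repressed TCA cycle genes in Pkm ΔDRE hepatocytes, while *Idh1*, *Sucla2* and *Suclg2* were induced at 8 h. For 9 of the genes it names, with 81 changes per label, all 10 called changes fell under the label WT, 4 increases and 6 decreases.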

Other observations

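The tests chosen only after the result was seen were those of exchanged genotype labels, of GC content and of the share of pairs on no gene as the whole cause, of the library with the highest such share, of the DEGs shared late by both labels, of libraries 31, 40 and 44, the splits of WT at 8 h, and what the other splits held.

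Other splits of the 8 libraries of a comparison were counted against the real one. As many DEGs came from 1 of 35 splits under the label WT at 8, 12, 24, 96 and 120 h and under the label Pkm ΔDRE at 48, 96 and 120 h. It was 2 of 35 for WT at 48 h and for Pkm ΔDRE at 8, 12 and 72 h, and 3 of 35 for Pkm ΔDRE at 24 h. With no DEGs, all 35 splits gave as many under the label WT at 2, 4 and 72 h and under the label Pkm ΔDRE at 2 and 4 h. The highest count from another split was above 0 in 14 of the 18 comparisons. In 6 of these the split kept 3 of the 4 TCDD-treated libraries together, as for the 1740 genes of Pkm ΔDRE at 2 h (library 74 in place of 1 of them), the 293 at 8 h and the 882 at 72 h, so these counts may still hold the treatment and say nothing against it. In the other 8, 2 libraries of each treatment lay on each side. For 6 of these 8 the split followed the order of the libraries within their groups, as for the 3269 genes of Pkm ΔDRE at 12 h, the 32 of WT at 24 h and the 7 of WT at 48 h, where the fit with that order as a replicate block gave 1439, 547 and 19 DEGs. The 3727 genes of Pkm ΔDRE at 24 h came from a split with the 2 TCDD-treated libraries of the highest numbers on one side, and the block gave 5 DEGs there. Of the 8 splits that part all 4 places, the real one alone gave as many genes for WT at 24 and 48 h and for Pkm ΔDRE at 12 and 24 h. For the difference between the labels, 1 of 50 regroupings gave as many genes at 48 h, 2 of 50 at 72 h and all 50 at the other time points.

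Exchanged genotype labels were tested on data other than *Pkm*. For 7 genes whose time courses the paper draws for both genotypes, the mean absolute log2 difference was 0.51 as labelled and 0.098 with exchanged labels. Of the values compared, 110 values were closer when exchanged and 14 were not. The number of DEGs by the posterior probability criterion, not by the adjusted p-value, was compared with the paper's table across the time points of both labels. Spearman's rho was 0.773 when exchanged and 0.189 as labelled. The labels of the libraries and those of the paper may therefore be exchanged relative to each other, and which of them is right was not tested.

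The 4640 DEGs under the label WT at 8 h had 5 technical explanations tested. A difference in the total counted on genes is argued against, since 96.81% of the DEGs were called again after thinning, which made nothing but these totals equal. Transcript length as the whole cause is argued against, since 61.55% kept a 1.5-fold change after its trend was removed. Length may contribute, since log2 fold changes correlated with it across genes (Spearman's rho = 0.48). GC content may contribute, since 43.84% kept a 1.5-fold change, but as the whole cause it is argued against by the 2503 DEGs with the GC trend removed, although only 1656 of the 4640 were among them. An axis of variation shared by DMSO libraries may contribute too. The log2 fold changes correlated across genes with the slope on the share of pairs on no gene within DMSO groups (Pearson's r = 0.7918), and that share was 12.4% with TCDD and 5.34% with DMSO. That share as the whole cause is argued against by the 5009 DEGs with it as a covariate, 4130 of them among the 4640, and the library with the highest share by the 5113 DEGs without it (library 45, 21.9%). A surrogate variable left 11 DEGs, 7 of them among the 4640, and at 8 h it was higher in every TCDD-treated library than in every DMSO library, so it can hold such an axis or the response itself. The axis as the whole cause and a response to TCDD both stay open.

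Libraries prepared or sequenced apart were also tested for the DEGs under the label Pkm ΔDRE from 48 to 120 h. The median r across genes with the difference between the 2 libraries of that block and the 2 others at 24 h was -0.157, from 2 libraries against 2. A batch and a response to TCDD cannot be told apart there, because every TCDD-treated library from 48 h on lies in the block. For the DEGs at 96 and 120 h that were also DEGs under the label WT, a batch is argued against, since all 48 of 48 changed in the same direction under both labels.

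A culture without TCDD or a wrong treatment label may apply to library 40 (WT, TCDD, 2 h), where 6 of 6 AHR responsive genes were at or under the highest DMSO library, although the other TCDD-treated libraries were above DMSO for 2 of the 6 alone. For library 44 (WT, TCDD, 4 h) it was 4 of 6, which leaves the question open. The other TCDD-treated libraries there were above DMSO for 3 of the 6 alone. Of these, library 44 was under the highest DMSO library for *Tiparp* and above it for *Cyp1a1* and *Ahrr*. Library 31 (WT, DMSO, 96 h) had high *Cyp1a1*, and reads or cells from a TCDD-treated library of that time point are argued against by *Cyp1b1* at 2.233% of its mean there. Its 16.3 CPM of *Cyp1b1* still lay above the other DMSO libraries of that group, which held at most 0.13 CPM. TCDD-treated libraries of other time points were not tested as a source. No biological explanation was tested for these libraries.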
